# Host mechanisms involved in cattle *Escherichia coli* O157 shedding: a fundamental understanding for reducing foodborne pathogen in food animal production

**DOI:** 10.1038/s41598-017-06737-4

**Published:** 2017-08-09

**Authors:** Ou Wang, Tim A. McAllister, Graham Plastow, Kim Stanford, Brent Selinger, Le Luo Guan

## Abstract

The host mechanisms involved in *Escherichia coli* O157 super-shedding in cattle is largely unknown. In this study, the comparison of transcriptomes of intestinal tissues between super-shedders (SS) and cattle negative for *E. coli* O157 (NS) was performed, aiming to identify genes that are potentially associated with super-shedding. In total, 16,846 ± 639 (cecum) to 18,137 ± 696 (distal jejunum) were expressed throughout the intestine, with the expressed genes associated with immune functions more pronounced in the small intestine. In total, 351 differentially expressed (DE) genes were identified throughout the intestine between SS and NS, with 101 being up-regulated and 250 down-regulated in SS. Functional analysis revealed DE genes were involved in increased T-cell responses and cholesterol absorption in the distal jejunum and descending colon, and decreased B-cell maturation in the distal jejunum of SS. RNA-Seq based SNP discovery revealed that the mutations in seven DE genes involved in leukocyte activation and cholesterol transportation were associated with *E. coli* O157 shedding. Our findings suggest that T-cell responses and cholesterol metabolism in the intestinal tract may be associated with super-shedding phenomenon, and the SNPs in the DE genes are possibly associated with the observed gene expression difference between SS and NS.

## Introduction

The sustainable agriculture production concept of “from farm gate to food plate” makes food safety an important component through the beef production chain. *Escherichia coli* O157:H7 (*E. coli* O157) is a zoonotic pathogen which produces Shiga toxins that can cause severe disease in humans including bloody diarrhoea, haemolytic uremic syndrome and in some circumstances even death^1^. Scallan *et al*. (2011) estimated that this pathogen is linked to more than sixty thousands cases of illness in humans and caused more than one hundred million dollars losses from 2000–2008 in United States annually^1^. Cattle are the primary reservoir for *E. coli* O157, and individuals that shed greater than 10^4^ CFU/g faeces are defined as super-shedders (SS)^2^. *E. coli* O157 originated from cattle can be spread into the farms and processing environments where it contaminates vegetables and beef products through the food production chain^3^. *E. coli* O157 can be shed by cattle for days, weeks or even months^4^, with shedding patterns differing substantially among individuals^2^.

Factors including environment, host, and microbes have been proposed to affect super-shedding^5^. Among these factors, the environmental factors including diet and seasonality have been reported to be associated with super-shedding^3, 6^. With regard to the microbial factors, *in vitro* studies have revealed that several *E. coli* O157 non-LEE (locus for enterocyte effacement)-encoded type III effector proteins may impair host innate immunity and that Shiga toxins can repress lymphocytes responses^7, 8^, which could lead to potential colonisation of this pathogen *in vivo*. It has been reported that a high challenge does of *E. coli* O157 to yearling steers it was able to cause damage to the epithelium of both the small and large intestine^4^. Also, *E. coli* O157 colonisation of the intestinal epithelium of challenged cattle could activate both innate and adaptive immune responses initiated by bovine macrophage and enterocytes through the recognition of the flagellum and lipopolysaccharide (LPS) of *E. coli* O157^8^. A recent study has also revealed distinct faecal microbiota between SS and cattle that are negative for *E. coli* O157 (non-shedders, NS)^9^. However, the host mechanisms involved in this foodborne pathogen shedding are largely unknown. Studies of the transcriptome of recto-anal junction (RAJ) of SS, the primary site of *E. coli* O157 colonisation^10^, revealed lower expression of genes involved in humoral and cell-mediated immune responses^11^. Based on the findings to date, super-shedding is a complicated process which may involve multi-biological processes and the mode of action regulating this process is unclear. Moreover, most attempts on understanding super-shedding were based on *E. coli* O157 challenged cattle^8^, and it is unknown whether the mechanisms of *E. coli* O157 shedding are the same between experimentally challenged and naturally-occurring SS.

It has been widely reported that less than 10% of the animals in a herd are SS^12–15^. However, it is difficult to explain such phenomena by only considering microbial (pathogen) and environmental factors, as all the animals that are fed with the same diet and raised in the same environment should have an equal possibility to ingest *E. coli* O157. In addition, the tropism *E. coli* O157 towards the RAJ^16–21^ of cattle cannot be fully explained by microbial effects solely. Therefore, we hypothesize that host gene expression throughout the whole gastrointestinal tract, as one of host related mechanisms, is different between SS and NS, and that the altered gene expression in SS, can be partially influenced by genetic variations. We also hypothesis that the difference in physiological functions determined by the transcriptome between small and the large intestine may contribute to the tropism of *E. coli* O157 colonisation in cattle. Therefore, the transcriptome profiles of tissues through the whole gastrointestinal tract including duodenum, proximal jejunum, distal jejunum, cecum, spiral colon and descending colon were compared between SS and NS using RNA-Seq and SNP discovery analysis was performed on the identified differentially expressed genes.

## Materials and Methods

The study was approved by the Animal Care Committee of the Lethbridge Research and Development Centre, Agriculture Agri-Food Canada (Animal Care Committee protocol number: 1120), and the steers were managed according to the Canadian Council of Animal Care Guidelines.

### Super-shedders identification and intestinal tissues collection

Super-shedder identification and the tissue sampling procedure was outlined in previous studies^11, 22^. Briefly, 50 g of faecal samples were collected from 400 yearling steers with similar body weights (452 kg ± 23 kg, mean ± standard deviations) that were on a finishing diet and were used for *E. coli* O157 enumeration using CT-SMAC agar (Dalynn Biologicals, Calgary, AB. Canada). Confirmation of O157 serogroup was performed using an *E. coli* O157 Latex Test kit (Oxoid Ltd, Basingstoke, Hampshire, UK). Isolates were further confirmed to be *E. coli* O157:H7 using a multiplex PCR assay targeting *VT*, *eaeA*, *fliC* ^23^. Steers identified with ≥10^4^ CFU of *E. coli* O157/g faeces were defined as SS. Of the 400 steers, 5 SS (out of 11 identified SS) and 5 NS pen-mates were transferred to the Lethbridge Research Centre research feedlot. Steers were slaughtered within 4–11 days after purchase, and all the SS were positive for *E. coli* O157 prior to tissue sampling although not all were shedding at >10^4^ CFU/g faeces^11^. Tissues of duodenum, proximal jejunum, distal jejunum, cecum, spiral colon and descending colon were collected immediately after slaughter and snap frozen in liquid nitrogen.

### RNA-extraction, RNA-Seq library preparation and RNA sequencing

RNA extraction and library preparation procedures have been previously outlined by Wang *et al*.^11^. Briefly, total RNA was immediately extracted from about 100 mg of ground powdered tissue using a mirVana total RNA Isolation Kit (Ambion, Carlsbad, CA, USA). One micro gram of RNA was used for library preparation using a Truseq Stranded Total RNA Sample Preparation kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. The cDNAs were confirmed to meet quality control standards and sequenced (paired-end, 2 × 100 bp) using a HiSeq. 2000 sequencing system (Illumina, San Diego, CA, USA) at Genome Quebec Innovation Centre, Montreal, Quebec, Canada.

### Identification of transcriptomes and differentially expressed genes

The RNA-Seq data analysis was performed using the pipeline previously reported^11^. Briefly, adapter sequence removal and quality filtering of sequencing reads were performed by fastq-mcf^24^, and the remaining reads were mapped against the reference bovine genome UMD3.1 assembly^25^ using the splice junction mapper, Tophat2^26^. HtSeq-count^27^ was used to quantify the mapped reads to each known bovine gene. The number of mapped reads was then normalized into counts per million (cpm) to eliminate variation introduced by sequencing depth, using the formula: cpm = (Number of reads mapped to a gene) ÷ (total number of reads mapped to all annotated genes) × 10^6^. Any gene with a cpm higher than 1 was considered as being expressed^28^, and the genes expressed in more than 2 of animals in each group were further subjected to differential expression and functional analysis. Bioconductor package edgeR was used for differentially expressed (DE) gene identification between SS and NS in each intestinal tissue^29^, using negative binomially distributed RNA-Seq counts. A false discovery rate (FDR) of 0.05 was used as the cut-off to define DE genes. Log2 fold change of each DE gene was calculated using the equation: log2 fold change = log2(average cpm of SS/average cpm of NS). Log2 fold change threshold for DE genes were set to ≤−1 and ≥1 with negative values indicating down-regulated genes in SS and positive values indicating up-regulated in SS.

### Functional analysis of transcriptome and differentially expressed genes

Functional analysis of RNA-Seq data was performed using several bioinformatics tools. The PANTHER (Protein Analysis Through Evolutionary Relationships) classification system^30^ was used for gene ontology (GO) terms annotation and enrichment, with p-value 0.05 used as cut-off. Ingenuity Pathway Analysis® (IPA, QIAGEN, Redwood City, CA, United States www.qiagen.com/ingenuity) was used for functional term enrichment and canonical pathways analysis for core transcriptomes and DE genes for each tissue, and a downstream effects analysis was performed to identify the biological influence of the DE genes. As the maximal number of genes that IPA can analyze is 8,000, the 8,000 genes in the core transcriptome with the highest cpm values were used for functional analysis for core transcriptome of each tissue. Based on the fold change of DE genes, the IPA also predicted if a certain enriched biological function was increased or decreased, and a z-score was used to indicate whether a predicted function was increased (z-score >2.0) or decreased (z-score <2.0). A similar z-score algorithm was used by IPA to predict if a canonical pathway was inhibited (z-score <−2.0) or activated (z-score >2.0).

### RNA-Seq based SNP discovery

To identify potential causal effects of DE genes, single nucleotide polymorphism (SNP) analysis was performed using RNA-Seq reads for these DE genes. To increase read coverage for SNP analysis, RNA-Seq reads of all tissues were combined for each animal and SNP calling was performed by VarScan2^31^, which is a mutation caller that uses a heuristic algorithm for sequence variant detection. For SNP calling, the minimum base quality of reads was 15, minimum read depth at a position to call a SNP was 8, minimal read number that supports an allele was 2, and the minimum variant allele frequency threshold was 0.1. The SNPs were kept for association analysis by the Fisher’s exact test if the genotypes for all 10 animals were detected by VarScan2. Shedding of *E. coli* O157 was considered as a phenotype of SS, and the Fisher’s exact test was used to analyze for associations between alleles and super-shedding with significance at 0.05.

### Cholesterol quantitation

To quantify the cholesterol concentration in distal jejunum and descending colon, a Cholesterol Quantitation Kit (Catalog Number: MAK043, Sigma-Aldrich, St. Luis, MO, USA) was used for lipid extraction and quantitation by fluorometric detection following manufacturer’s instruction. Prior to cholesterol extraction, adipose tissues were removed manually using a scalpel, as the study of lipid storage was not the objective of this study, and the rest of the tissues were ground and mixed. Approximately 100 mg of tissue was used for cholesterol extraction and measurement according to the kit instructions, and the fluorescence intensity was detected at: λ_ex_ = 535 and λ_em_ = 587 nm. Two tailed sample t.test (significance level: 0.05) was performed to determine whether cholesterol content of the distal jejunum and descending colon differed between SS and NS.

### Availability of sequencing data

The RNA-Seq data are available at NCBI Gene Expression Omnibus (GEO) database under accession number GSE85277.

## Results

### Transcriptome profiling of bovine intestinal tissues

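RNA from 6 gut tissues (duodenum, proximal jejunum, distal jejunum, cecum, spiral colon and descending colon) of 5 super-shedders (SS) and 5 non-shedders (NS) was sequenced, with 1 library for each tissue of each animal. The authors filtered the reads, mapped them to the UMD3.1 assembly with Tophat2, counted them on annotated genes with HTSeq-count and deposited CPM values (cpm in the passages), the reads on a gene divided by the reads on all annotated genes of the library. The values cover 24616 genes under their Ensembl identifiers, without genomic positions. Each value was a whole number of reads to within 0.01 reads, so the reads on each gene could be recovered from the cpm. Reads on genes ranged from 997569 to 8789755 per library in NS, with a median of 3654085 (n = 30 libraries), and from 2209859 to 8266552 in SS, with a median of 5518280 (n = 30). The depth differed between the groups in the cecum, where SS had 2.13 times the mean reads of NS (exact permutation test, two-sided, p = 0.00794, adjusted over the 6 tissues p = 0.0476), and in the duodenum, where SS had 1.80 times the mean reads of NS (exact p = 0.0159, adjusted p = 0.0476). In the other tissues the adjusted p of this exact test was 0.175 or more. Comparisons of SS with NS were made within each tissue on log2(cpm + 0.5), with 5 animals per group. Differentially expressed (DE) genes were called with limma at a Benjamini-Hochberg adjusted p under 0.05 and a log2 ratio of mean cpm of at least 1 in either direction, over the genes with a cpm above 1 in at least 3 SS and 3 NS. A gene given by its symbol was joined to its identifier through Supplementary Table S1.

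**Figure D1:**
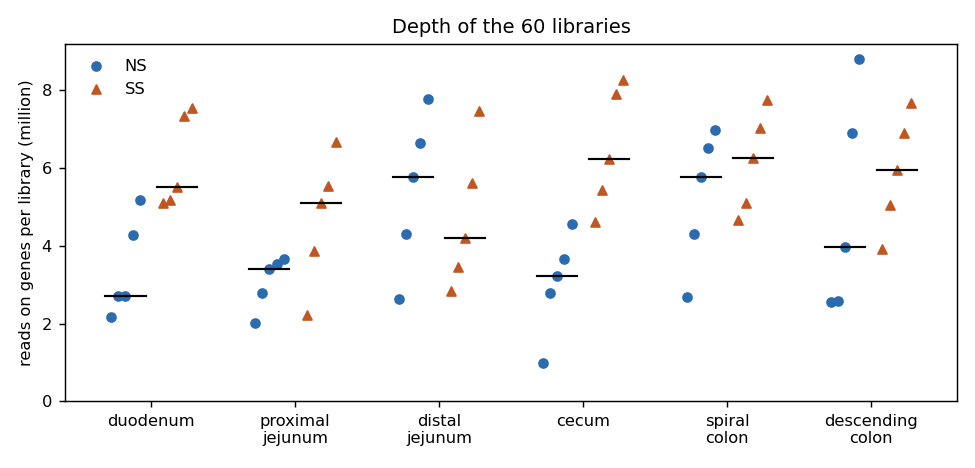
Reads on genes (y axis) in each of the 60 libraries, by tissue (x axis). Circles are NS, triangles are SS and bars are the medians of 5 animals; the lowest point is the cecum library of NS 108 with 997569 reads.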

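With a cpm above 1 counted as expressed, the number of expressed genes per library was lowest in the descending colon, at 14272 ± 256 (SD, n = 10 animals), and highest in the distal jejunum, at 14709 ± 635. The duodenum had 14317 ± 255, the proximal jejunum 14450 ± 383, the cecum 14371 ± 722 and the spiral colon 14285 ± 346 expressed genes. The alternative that moved these numbers most was to count each gene with a cpm above 0, which gave 16847 ± 640 in the cecum and 18138 ± 696 in the distal jejunum. In the cecum library of NS 108, the shallowest of the 60, 1 read was worth 1.00 cpm, so that each gene with a read passed the minimum of 1 cpm. This library had 16310 expressed genes, of which 14190 had at least 2 reads.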

The number of paired-end sequence reads for each tissue sample ranged from 185.0 million in the descending colon to 203.7 million in the cecum (Supplementary Fig. S1A), with the number of the expressed genes detected in each tissue ranging from 16,846 ± 639 (mean ± standard deviation) in the cecum to 18,137 ± 696 (mean ± standard deviation) in the distal jejunum (Supplementary Fig. S1B). For each tissue, transcripts with counts per million higher than 1 (cpm ≥ 1) in all 10 animals were defined as the core transcriptome for that tissue. The core transcriptomes consisted of 12,813 expressed genes in the duodenum, 12,552 expressed genes in the proximal jejunum, 12,905 expressed genes in the distal jejunum, 12,627 expressed genes in the cecum, 12,404 expressed genes in the spiral colon, and 12,216 expressed genes in the descending colon (Supplementary Fig. S1C). 

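A cpm of at least 1 in all 10 animals was met by 12813 genes in the duodenum, 12551 in the proximal jejunum, 12905 in the distal jejunum, 12627 in the cecum, 12404 in the spiral colon and 12216 in the descending colon. A minimum of 2 cpm gave the largest change, to 11159 genes in the descending colon and 12003 in the distal jejunum. Asking for 9 of the 10 animals gave 13222 genes in the descending colon and 13453 in the distal jejunum. Among the animals left out in turn, the descending colon of SS 299 and the spiral colon of SS 294 held down the number most, with 12785 genes and 13033 genes without them.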

The hierarchical cluster analysis of core transcriptomes revealed no clear separation between SS and NS in most of the gut regions, except for descending colon where SS (with the exception of SS 310) and NS were clustered into separate groups (Fig. 1). 

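Animals were clustered on the cpm of the core transcriptome, scaled per gene, by complete linkage and without the k-means step of Fig. 1. At the level of 2 clusters, SS 274, SS 294 and SS 299 stood apart from SS 287, SS 310 and the 5 NS in the descending colon. When log2(cpm + 0.5) was scaled in place of cpm, SS 287 joined the other SS and SS 310 alone remained with the 5 NS, and average linkage set SS 299 apart from the other animals. In the distal jejunum NS 108, NS 152 and NS 242 formed 1 cluster and the 5 SS, NS 165 and NS 745 the other, for both linkages and both scales. A single animal stood apart from all others in the duodenum (SS 294), the proximal jejunum (SS 287) and the spiral colon (SS 294), again for both linkages and both scales. Clusters in the cecum changed with the method, from SS 294 and SS 299 by complete linkage on cpm to NS 745 alone by average linkage, and to NS 108, SS 287 and SS 310 by complete linkage on log2 values. Linkage and scale were chosen after the values were seen.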

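In a PCA of the core transcriptome with values scaled per gene, the first principal component (PC1) held between 27.3% of the variance in the cecum and 36.7% in the distal jejunum. Mean scores on PC1 were 68.3 higher in SS than in NS in the descending colon (exact permutation test, two-sided, p = 0.0317), and with the 6 tissues adjusted together the p was 0.143. There the scores of SS ranged from -41.1 (SS 310) to 137.4 (SS 299) and those of NS from -55.4 to -22.4, so that SS 310 alone among the SS lay within the range of the NS. For the other tissues the exact p ranged from 0.0635 in the duodenum to 0.873 in the proximal jejunum before adjustment. Without SS 310 the difference in the descending colon was 87.8 (exact p = 0.00794, adjusted p = 0.0476), while without any of the NS or without SS 299 the exact p was 0.0635 to 0.143. In the duodenum the adjusted p fell to 0.0476 when SS 274 was left out. The mean distance between 2 animals, as the root mean square of the scaled differences over genes, was 1.13 among NS and 1.55 among SS in the descending colon, 1.25 and 1.46 in the duodenum, and 1.30 and 1.42 in the spiral colon. It was larger among NS than among SS in the distal jejunum (1.39 and 1.27) and the cecum (1.40 and 1.30).

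**Figure D2:**
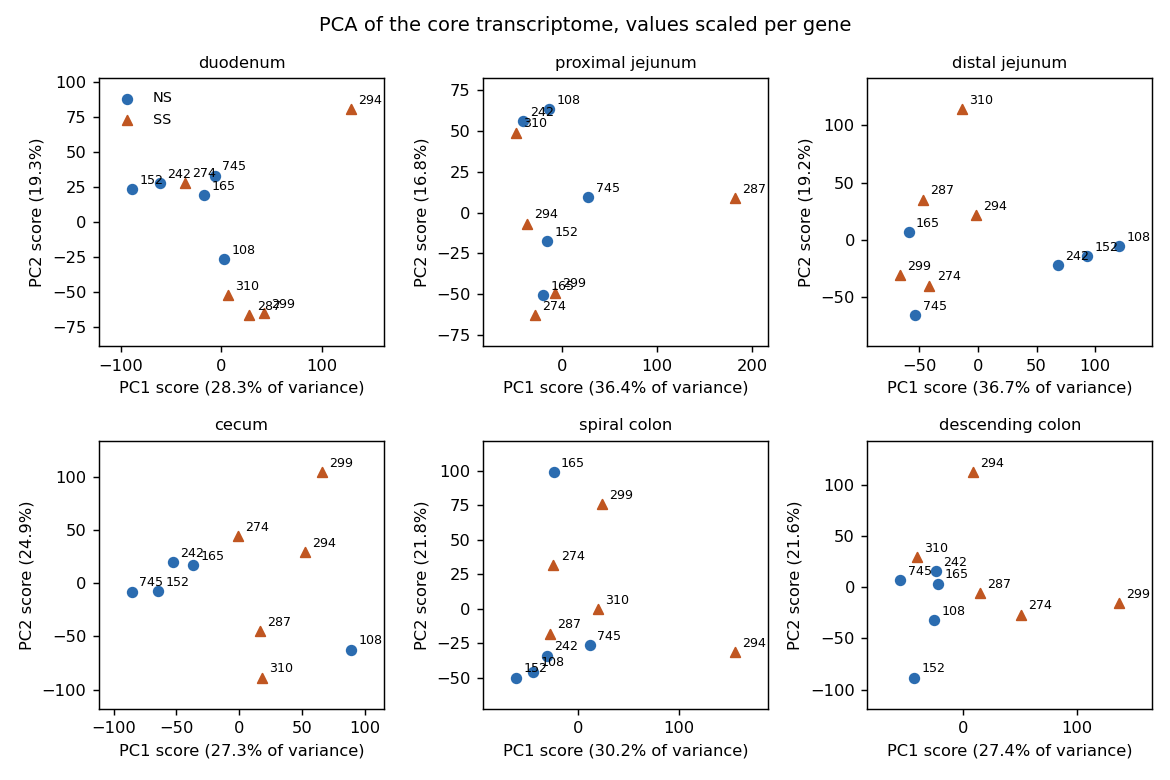
Scores on the first 2 principal components (x and y axes, with their percent of the variance) of the 10 animals in each tissue, values scaled per gene. Circles are NS, triangles are SS and numbers are the animals; in the descending colon NS lie between -55.4 and -22.4 on PC1, with SS 310 at -41.1.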

Principal component analysis (PCA) plots based on the whole transcriptome revealed that four of the NS were clustered closely for duodenum, cecum and spiral colon, three of NS were clustered closely for distal jejunum, and NS and SS were separated on the direction of first principal component (except for SS 310) for descending colon (Fig. 2). For SS animals, they were not closely grouped, with certain SS more closely related to NS in several tissues. For example, the duodenum transcriptome of SS 274 was similar to that of NS, while the spiral colon transcriptome of SS 287 and descending colon transcriptome of SS 310 were similar to those of NS.

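Over the scaled core transcriptome of the duodenum, SS 274 had a mean distance of 1.16 to the 5 NS and of 1.47 to the other 4 SS, while the 5 NS lay between 1.15 and 1.30 from each other. The remaining SS of this tissue were between 1.37 (SS 287) and 1.78 (SS 294) from the NS. SS 287 was at a distance of 1.14 from the NS and 1.41 from the SS in the spiral colon, and SS 310 at 1.19 from the NS and 1.24 from the SS. In the descending colon SS 310 was 1.05 from the NS and 1.47 from the other SS, the shortest distance to the NS of the 10 animals, and the other SS were between 1.27 (SS 274) and 1.75 (SS 299) from the NS.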

**Figure 1:**
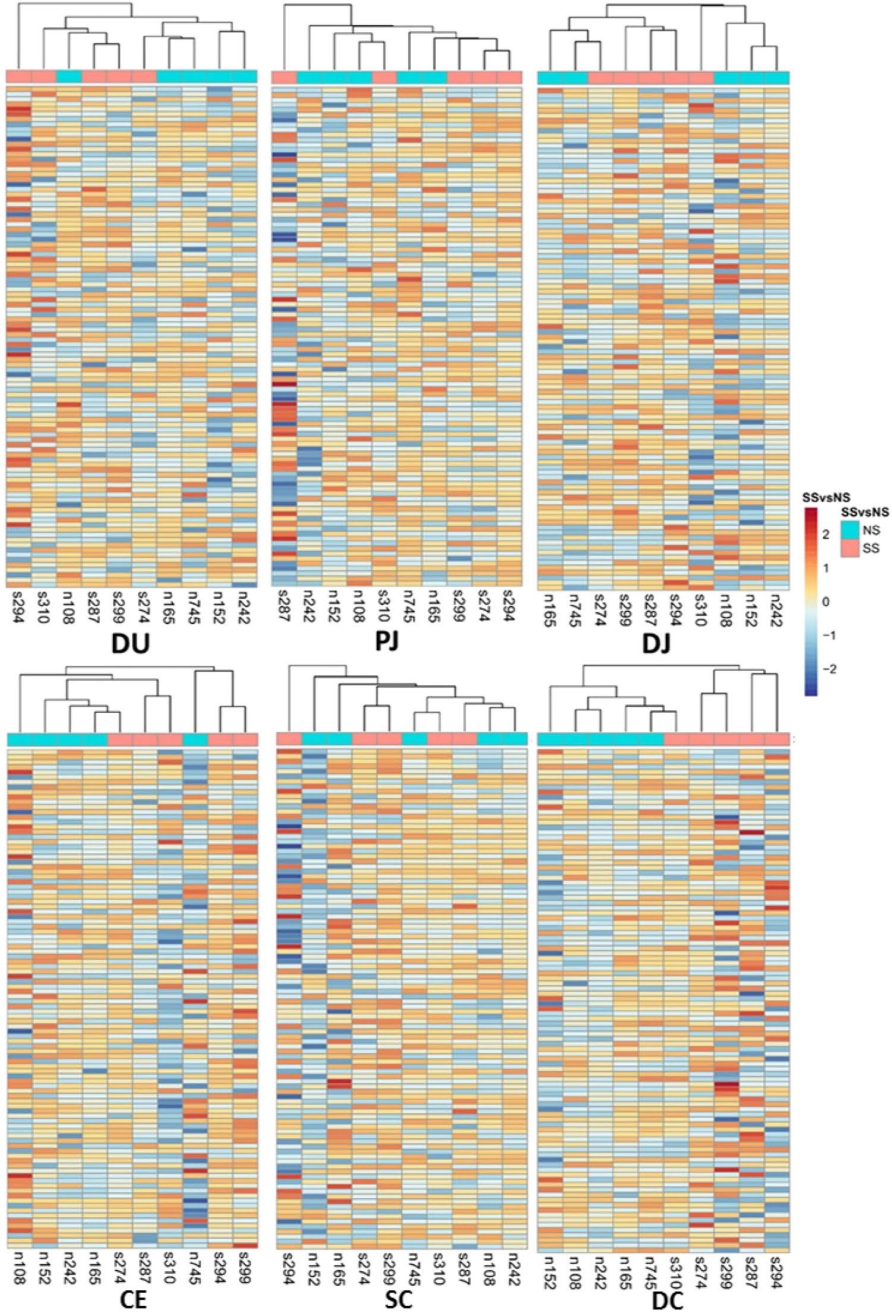
Heatmaps for core transcriptome of all tissues. The genes in core transcriptomes were first aggregated into 100 clusters using k-means clustering. DU, duodenum; PJ, proximal jejunum; DJ, distal jejunum; CE, cecum; SC, spiral colon; DC, descending colon.

**Figure 2:**
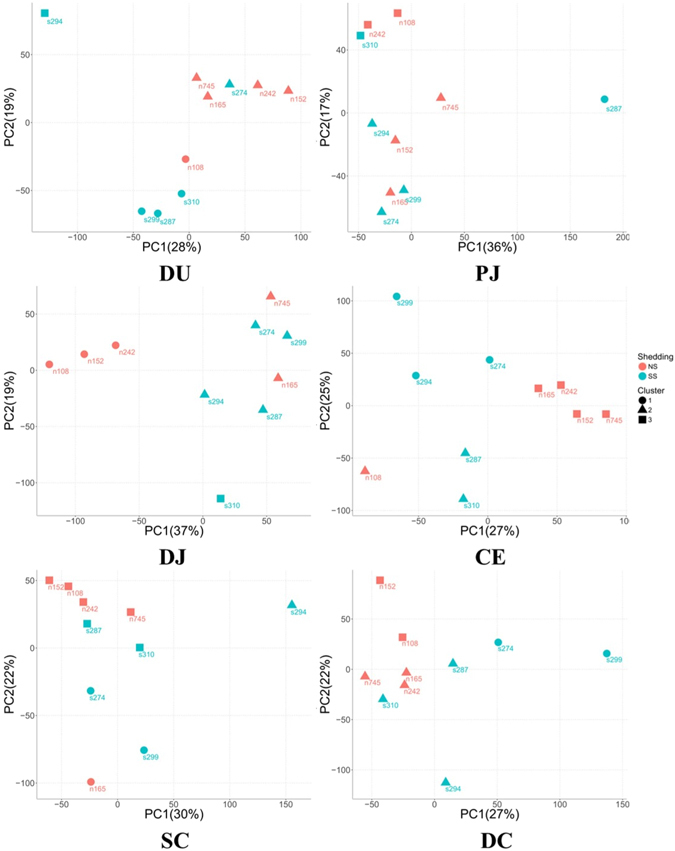
Principle component analysis for core transcriptome of all tissues. The red circles indicate non-shedders that are clustered together based on their gene expression profiles. The expression values of each gene were scaled by subtracting mean expression value then dividing by standard deviation. The cluster analysis was performed using k-mean algorithm. DU, duodenum; PJ, proximal jejunum; DJ, distal jejunum; CE, cecum; SC, spiral colon; DC, descending colon.

### Functional analysis of core transcriptomes of bovine gastrointestinal tissues

Functional analysis of the core transcriptome using PANTHER for biological process GO terms (Gene Ontology) enrichment showed consistent enriched GO terms for all intestinal tissues, including metabolic processes, cellular processes, biological regulation, localization and development processes (based on p-values) (Supplementary Fig. S2). Further functional analysis using IPA revealed 16 enriched biological process categories (Fig. 3A). Although similar functional categories were identified for all intestinal tissues, the likelihood of association (indicated by Fisher’s exact test p-value calculated by IPA) between functional categories and the transcriptome of a tissue varied, rendering the tissues of small and large intestines clustered separately (Fig. 3A). 

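Marker lists for cell types and regions were written in advance, and the listed genes with an identifier in Supplementary Table S1 were scored as their mean log2(cpm + 0.5), then averaged per animal over the small and over the large intestinal tissues. All scored genes are DE genes of the paper, so the study chose them on these animals. The score of 8 B-cell genes was 3.92 ± 0.72 (SD, n = 10 animals) in the small and 2.54 ± 0.50 in the large intestine, higher by 1.38 and in 9 of 10 animals (permutation test, two-sided, p = 0.0002, adjusted over 8 lists p = 0.0004). That of 5 T-cell genes was higher by 1.06 and in 10 of 10 animals (adjusted p = 0.000544), that of 10 interferon response genes by 0.68 and in 10 of 10 animals (adjusted p = 0.000573), and that of 2 germinal centre and cell division genes by 0.74 and in 8 of 10 animals (adjusted p = 0.00398). With NS alone the T-cell difference was 0.84 (adjusted p = 0.0544, exact permutation test, n = 5) and the interferon difference 0.33 (adjusted p = 0.0794), and with SS alone the germinal centre difference was 0.46 (adjusted p = 0.262). The large intestinal means hold the libraries labelled descending colon SS 287 and spiral colon NS 165, which had a small-intestinal profile, and without these 2, a setting chosen after the values were seen, the 3 differences were 0.96 (adjusted p = 0.0254), 0.39 (adjusted p = 0.0635) and 0.43 (adjusted p = 0.302). With the animal as block the adjusted p of the 8 lists was at most 0.0273. Small-intestinal enterocyte genes (12) were higher in the small intestine by 4.93, while adipocyte genes (8) were lower, with a difference of -1.45, as were smooth muscle genes (2) with -1.75 and fibroblast and serosa genes (4) with -2.01. Between the distal jejunum and the mean of the other 2 small intestinal tissues, the T-cell score differed by 0.88 and in 9 of 10 animals (permutation test, two-sided, p = 0.00227, adjusted p = 0.0182). This difference was 1.47 in SS (adjusted p = 0.0635, exact permutation test, n = 5) and 0.30 in NS (adjusted p = 0.265), and with the animal as block its adjusted p was 0.0625. Without SS 287, SS 294 or SS 310 it was 0.75, 0.82 and 0.75 (permutation test, adjusted p = 0.0519, 0.0653 and 0.0675), leaving animals out having been chosen after the values were seen. Over all animals the T-cell score was 3.02 in the duodenum, 4.46 in the proximal jejunum and 4.63 in the distal jejunum. The low duodenum thus made most of the 0.88. In NS these means were 2.90, 4.50 and 4.00, so the distal jejunum was below the proximal jejunum. In SS they were 3.14, 4.43 and 5.25. For the B-cell, germinal centre and interferon lists the distal jejunum was higher by 0.76, 0.91 and 0.62, with adjusted p of 0.514, 0.496 and 0.496. Those 3 differences changed sign within a group, since the B-cell and germinal centre differences in SS were -0.41 and -0.01, and the interferon difference in NS was -0.30. Without SS 287, whose B-cell score was 7.36 in the library labelled proximal jejunum, the B-cell difference in SS was 0.23 and the germinal centre one 0.55, and the latter was 0.16 without SS 294.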

Immune functions such as cell mediated immune responses, haematological system development and function, humoral immune responses and lymphoid tissue structure and development were more associated with the core transcriptome of small intestinal tissues than with those of large intestinal tissues, particularly the distal jejunum (Fig. 3A). Functional analysis by the Panther Classification System also showed that more transcripts (t.test, p-value < 0.05) in the core transcriptome of small intestinal tissues were associated with immune system processes: 562 transcripts in the duodenum, 574 transcripts in the proximal jejunum, 579 transcripts in the distal jejunum, 545 transcripts in the cecum, 497 genes in the spiral colon, and 514 transcripts in the descending colon.

**Figure 3:**
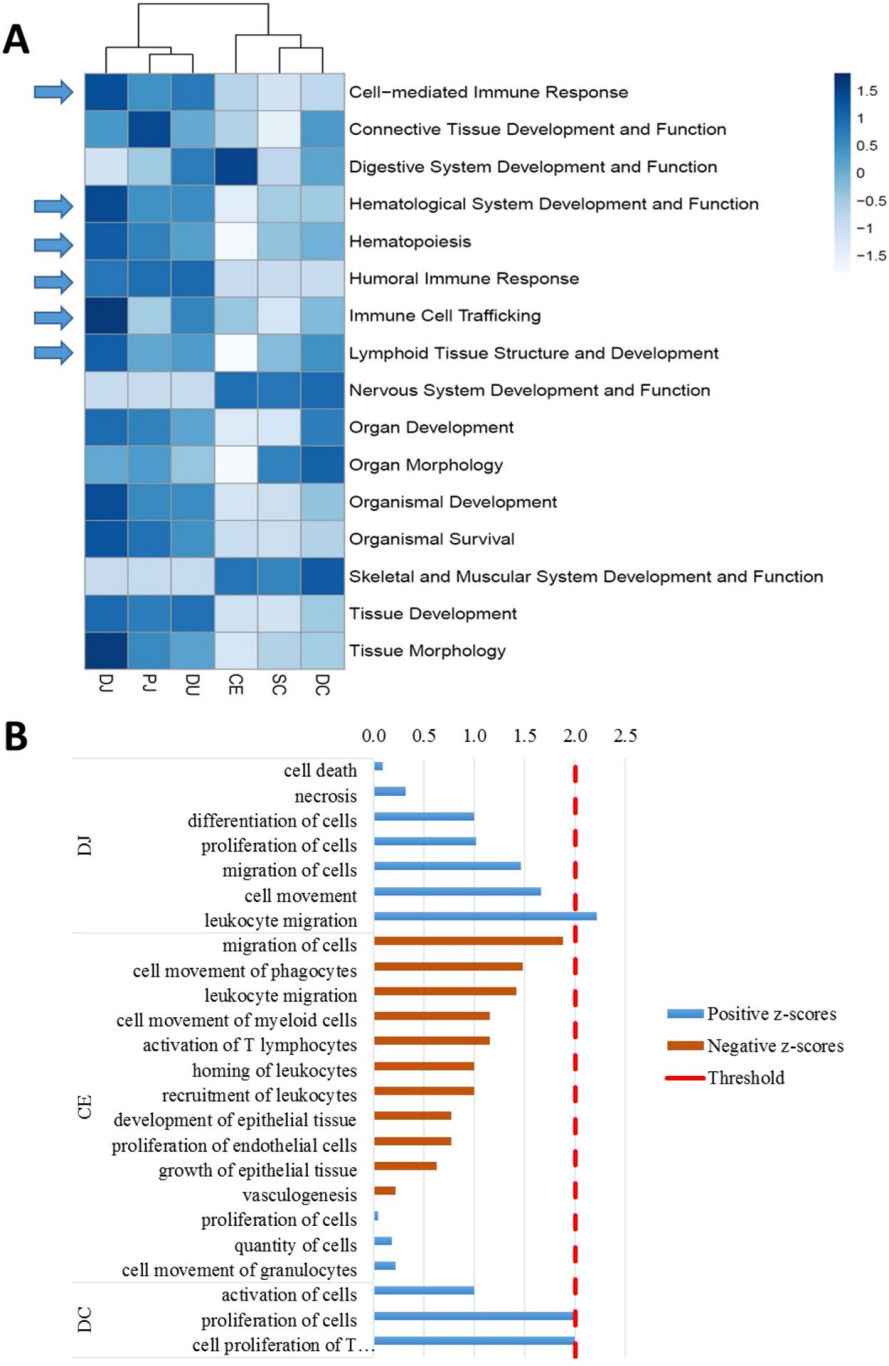
Function analysis for core transcriptome of cattle intestinal tissues. (**A**) IPA (Ingenuity Pathway Analysis) functional analysis of the core transcriptome of intestinal tissues. The heatmap shows scaled values of −log_10_(p-value) indicated with blue colours: the darker the blue, the more likelihood that a function is associated with the core transcriptome of a tissue. (**B**) Functional analysis for differentially expressed (DE) genes. Results obtained from IPA downstream analysis for DE genes of each tissue. Positive z-scores were indicated with blue bars and negative z-scores with brown bars. The absolute values of z-scores were plotted, and those with a threshold greater than 2 hr, considered to indicate a difference in functionality between super-shedders and non-shedders. A positive z-score indicates enhancement, while a negative z-score indicates a reduction in function. DJ, distal jejunum; CE, cecum; SC, spiral colon; DC, descending colon; for differentially expressed genes identified in the other tissues, no IPA functional terms were enriched.

### Identification of tissue dependent differentially expressed genes between super-shedders and non-shedders

The number of differentially expressed (DE) genes ranged from 1 (in the proximal jejunum) to 248 in the distal jejunum (Fig. 4A) between SS and NS, and the Log2 (fold change) of DE genes ranged from 8.9 for *APOB* in the distal colon to −7.9 for *CPS1* in the spiral colon (Supplementary Table S1) of SS. 

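limma called 0 DE genes in each of the 6 tissues, over 13882 (cecum) to 14087 (distal jejunum) tested genes. At an unadjusted p under 0.05 it had 1496 genes in the duodenum, 333 in the proximal jejunum, 2027 in the distal jejunum, 1239 in the cecum, 986 in the spiral colon and 1573 in the descending colon, and the smallest adjusted p of any tissue was 0.159, in the distal jejunum. Count tests were run on the recovered reads. The exact test of edgeR called 6 genes in the duodenum, 224 in the distal jejunum and 39 in the cecum, and 0 in the proximal jejunum, spiral colon and descending colon, where 455, 1260 and 1588 genes had an unadjusted p under 0.05. DESeq2 called 7 genes in the duodenum, 344 in the distal jejunum, 62 in the cecum and 6 in the descending colon, and 0 in the proximal jejunum and spiral colon. The quasi-likelihood test of edgeR called 0 in each tissue, with 446 (proximal jejunum) to 2250 (distal jejunum) genes at an unadjusted p under 0.05. Weighting the animals in limma moved the result most, to 888 genes in the distal jejunum and 151 in the cecum. In the distal jejunum NS 242 had a weight of 14.1 and the other NS 0.30 to 1.12, so that NS 242 dominated its group. A limma fit of all 60 libraries with the animal as block called 8 genes in the distal jejunum and 137 in the descending colon. The log2 ratio of mean cpm of APOB (ENSBTAG00000008505) in the descending colon was 9.04 and became -0.64 without SS 287, whose library labelled descending colon had 5689 cpm. That of CPS1 (ENSBTAG00000016662) in the spiral colon was -8.06 and became -0.01 without NS 165, whose library labelled spiral colon had 1617 cpm. In the former library 15 small-intestinal genes outside Table S1 had a median of 178% of their level in small intestinal tissue, and 8 of the 15 lay within the range of its libraries. In the latter the median was 118%, and 15 of 15 lay within that range.

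**Figure D3:**
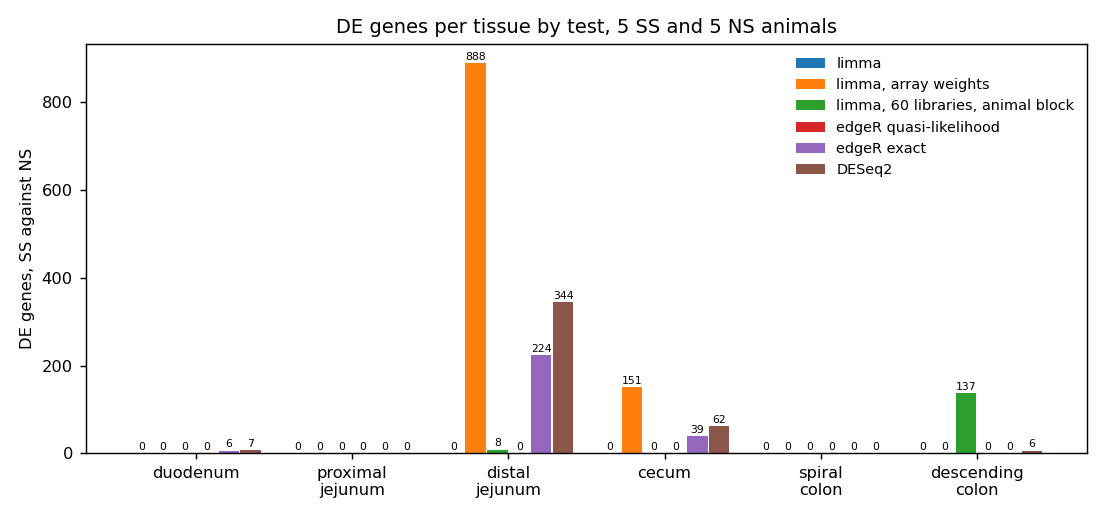
Number of DE genes between 5 SS and 5 NS (y axis) in each tissue (x axis), with 1 bar for each test and the number above it. limma without weights and the quasi-likelihood test of edgeR gave 0 in each tissue, and the distal jejunum had the highest number with array weights (888), DESeq2 (344) and the exact test of edgeR (224).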

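For the 351 entries of Supplementary Table S1, which name 335 genes, the log2 ratio of mean cpm had the sign listed in the table in each case and differed from the listed value by at most 0.20. Adjusted over all tested genes, limma gave none of these entries an adjusted p under 0.05 (0 in each tissue). Adjusted over the list alone, it was under 0.05 for 6 of 6 genes in the duodenum, 1 of 1 in the proximal jejunum, 207 of 248 in the distal jejunum, 49 of 54 in the cecum, 7 of 20 in the spiral colon and 7 of 22 in the descending colon, which is not independent evidence, since the study chose the list on these samples. Without adjustment the numbers were 6, 1, 216, 49, 8 and 13. All 5 SS lay above all 5 NS for 37 of the 67 listed as up-regulated in the distal jejunum and 6 of 10 in the cecum, and below them for 19 of the 181 listed as down-regulated in the distal jejunum, 20 of 44 in the cecum and 4 of 4 in the duodenum. For genes not chosen on these animals, chance alone gives 0.397% for each direction, which is no baseline for a list chosen on them. In the spiral colon and the descending colon 1 gene did so in each direction. Without NS 165, 11 of the 20 spiral colon genes fell under a log2 ratio of 1 in size, and without SS 287 this held for 4 of the 22 descending colon genes.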

In total, 101 genes were up-regulated and 250 were down-regulated when the transcriptomes of gut tissues of SS to NS were compared (Fig. 4A and B).

**Figure 4:**
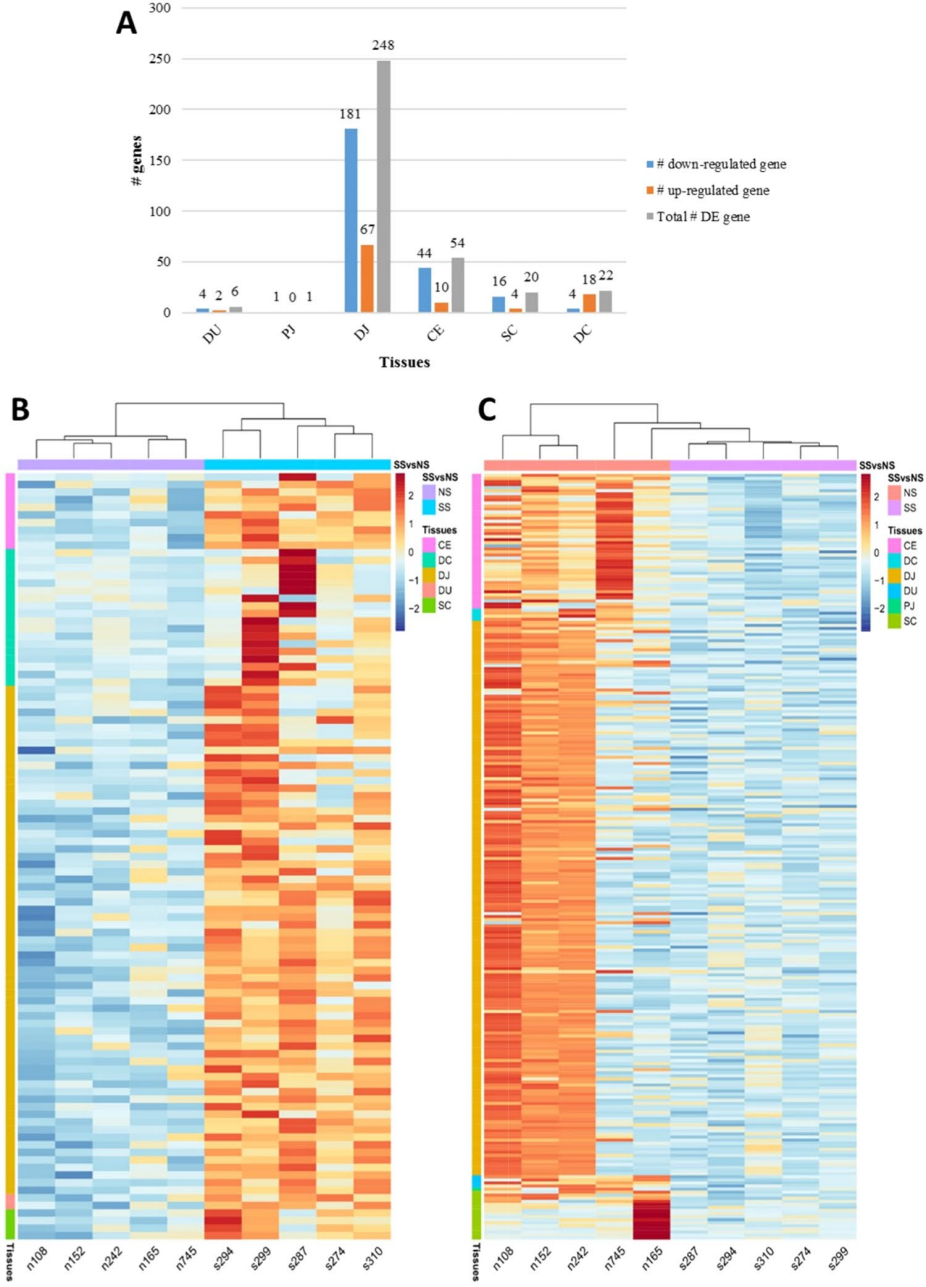
Differentially expressed genes between super-shedders and non-shedders. (**A**) Number of differentially expressed (DE) genes identified in intestinal regions. DE genes: FDR < 0.05, log2(fold change) <−1 or >1, cpm ≥1 in at least 50% of SS and NS. (**B**) and (**C**) are Heatmaps for log_2_(counts per million) of differentially expressed genes in all tissues: (**B**) up-regulated differentially expressed genes in super-shedders; (**C**) down-regulated differentially expressed genes in super-shedders. Scaled log2(counts per million) was indicated by red and blue colors, and red indicates higher expression level, while blue colour indicates lower expression level. The column labels indicate super-shedders and non-shedders: NS, non-shedders; SS, super-shedders. The row labels indicate the tissue where differentially expressed genes were identified. DU, duodenum; PJ, proximal jejunum; DJ, distal jejunum; CE, cecum; SC, spiral colon; DC, descending colon.

### Functional analysis of differentially expressed genes

Functional analysis using PANTHER revealed that the GO terms were enriched for distal jejunum and descending colon DE genes, but not for the duodenum, proximal jejunum, cecum or spiral colon DE genes (p-value > 0.05). Similarly, the IPA functional terms were enriched for DE genes identified from distal jejunum, cecum and descending colon, but not for those from duodenum, proximal jejunum, or the spiral colon.

For 67 up-regulated DE genes in distal jejunum, 33 enriched GO terms were identified within 11 functional classes based on the hierarchical structure of GO term (Supplementary Table S2). The most specific GO term in each enriched class includes “regulation of interferon-gamma production”, “positive regulation of inflammatory response” and “immune response-activating cell surface receptor signalling pathway” (Table 1). Among these 11 GO terms, 10 of them were associated with immune functions (Table 1), which involved 22 DE genes including five genes encoding cytokines (*CCL2*, *CXCL10*, *CXCL9*, *IL1A* and *TNFSF10*) and three genes encoding cytokine receptors (*IL18R1*, *IL1RL1* and *CCR9*) (Table 2). 

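All 22 immune genes of Table 2 had a higher mean cpm in the distal jejunum of SS than of NS, with log2 ratios of mean cpm from 1.14 (GPR171) to 3.38 (CXCL9). No ratio changed its sign when any animal was left out. With all genes tested by limma, 0 of the 22 had an adjusted p under 0.05 and the adjusted p ranged from 0.159 to 0.306. Adjusted over the list alone, 22 of 22 were under 0.05, and at an unadjusted p under 0.05 there were also 22, which is not independent evidence, since the study chose these genes on the same animals. The exact test of edgeR and DESeq2 each gave 22 of 22 an adjusted p under 0.05 over all genes. In 13 of the 22 genes, each SS was above each NS. The share by chance, 0.397%, applies to genes chosen without these animals, so it is no baseline for this list. CCL2 had 32.8 ± 11.8 cpm in SS and 14.5 ± 3.20 in NS (SD, n = 5), and its log2 ratio of 1.18 became 0.97 without SS 287. IDO1 had 427 ± 452 cpm in SS and 52.8 ± 32.9 in NS, a log2 ratio of 3.02 with an exact permutation p of 0.0317 (two-sided), and it was 2.40 without SS 294. Spread among SS was also larger than their mean for CXCL9 and CXCL10. TNFSF10 had 45.4 ± 17.4 cpm in SS and 17.7 ± 2.71 in NS, with 5 of 5 SS above all NS (exact p = 0.00794, the smallest that 5 against 5 animals allow).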

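Of the leukocyte migration genes F3, CCL2, CCR9, GPR132 and S1PR2, 4 had a higher and 1 a lower mean cpm in the distal jejunum of SS. The lower gene was S1PR2 (ENSBTAG00000002738), with 11.7 ± 4.06 cpm in SS and 71.2 ± 66.9 in NS (SD, n = 5), a log2 ratio of -2.61 that was -2.03 without NS 108. S1PR2 was at 165.6, 105.1 and 68.2 cpm in NS 108, NS 242 and NS 152, and at 9.48 and 7.89 cpm in NS 165 and NS 745, within the range of the SS. limma gave it an adjusted p of 0.328, the exact test of edgeR 0.0249 and DESeq2 0.00748. Over all genes limma called 0 of these 5 genes, and adjusted over the list alone 5 of 5 were under 0.05, which is not independent evidence because the list was chosen on these animals. Without adjustment, by the exact test of edgeR and by DESeq2 the number was also 5 of 5. Of the B-cell genes BCL6, BLNK, CD79A, CD79B and EBF1, 5 of 5 had a lower mean cpm in SS, with log2 ratios from -4.14 to -1.59. limma called 0 of them over all genes (adjusted p 0.282 to 0.388) and 3 of 5 adjusted over the list alone, with 4 of 5 at an unadjusted p under 0.05. The exact test of edgeR called 3 of 5 and DESeq2 called 5 of 5. For none of the B-cell genes did each SS lie below each NS.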

According to IPA functional analysis of DE genes of distal jejunum, five up-regulated genes (*F3*, *CCL2, CCR9, GPR132, S1PR2*) were associated with increased leukocyte migration (z-score ≥ 2.0) (Fig. 3B and Table 3), while five down-regulated DE genes (*BCL6, BLNK, CD79A, CD79B, EBF1*) were involved in B-cell signalling pathway (z-score ≤ −2.0) (Table 3, Supplementary Fig. S3). For DE genes in descending colon, IPA analysis showed four up-regulated genes (*APOA1*, *CD36*, *GP2* and *GPAM*) were associated with increased proliferation of T-cell function (z-score ≥ 2.0) in SS (Fig. 3B and Table 3).

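GP2 (ENSBTAG00000006263) had a lower mean cpm in the descending colon of SS than of NS, 7.02 ± 8.54 against 241 ± 266 (SD, n = 5), a log2 ratio of -5.10 (exact permutation test, two-sided, p = 0.0635). The ratio was -6.18 without SS 310 and -4.29 without NS 152, which had 656 cpm, and of the NS, NS 165 with 2.53 cpm and NS 242 with 10.4 cpm lay within the range of the SS. GPAM, APOA1 and CD36 had a higher mean cpm in SS. Of these 4 genes, limma gave 0 an adjusted p under 0.05 over all genes (0.416 to 0.471) and 3 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples, and 3 had an unadjusted p under 0.05. The exact test of edgeR called 0 of the 4, and DESeq2 gave CD36 an adjusted p of 0.00554 and GP2 one of 0.0262. Most of the cpm of APOA1 over the 10 libraries was in the one labelled SS 287, which had a small-intestinal profile, and most of that of CD36 and GPAM in SS 299, which had the highest adipocyte score.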

**Table 1:** Gene ontology (GO) term enrichment (biological process, p-value < 0.05) for DE genes between non-shedders and super-shedders in distal jejunum and descending colon, no functional terms were enriched for other tissues (p-value ≥ 0.05).

GO Terms	Fold enrichment***	Genes
Up-regulated genes in DJ*		
regulation of interferon-gamma production	22.6	*LOC100848575, IL1RL1, PD-L1, KLRK1, IL18R1*
positive regulation of inflammatory response	22.6	*IL1RL1, CD6, IDO1, CCL2, GBP5*
immune response-activating cell surface receptor signaling pathway	22.5	*LOC100848575, PTPN22, IKT, THEMIS, ICP2, KLRK1*
negative regulation of homotypic cell-cell adhesion	22.0	*PTPN22, ADAMTS18, ALOX12, PD-L1, IDO1*
positive regulation of cytokine production	12.2	*LOC100848575, PTPN22, IL1RL1, IL1A, PD-L1, CD6, KLRK1, IL18R1, IDO1, GBP5*
negative regulation of immune system process	9.5	*PTPN22, IL1RL1, GPR171, PD-L1, KLRK1, IDO1, CCL2, GPR55*
cytokine-mediated signaling pathway	8.8	*CXCL10, IL1RL1, IL1A, CXCL9, CCR9, IL18R1, F3, CCL2*
leukocyte activation	8.4	*LOC100848575, PTPN22, BATF2, LCP2, ITK, CD6, KLRK1, IL18R1, THEMIS*
immune response	8.1	*BOLA-NC1, CLNK, CXCL10, TNFSF10, IL1A, LCP2, ITK, PD-L1, CD6, CXCL9, CCR9, CD1D, IL18R1, THEMIS, CCL2, LOC407111, GBP5, F1N3I2*
positive regulation of intracellular signal transduction	5.4	*CXCL10, TNFSF10, PTPN22, IL1A, CXCL9, IL8R1, F3, NRG1, CCL2, PPR55, LOC407111*
defense response	5.0	*CXCL10, BATF2, IL1A, ITK, CD6, CXCL9, KLRK1, F3, IDO1, CCL2, GBP5, IFI47*
**Down-regulated genes in DJ**		
regulation of nuclease activity	33.8	*HMGB1, NEIL1, PCNA, LOC618297*
base-excision repair	21.1	*HMGB1, NEIL1, NEIL3, MUTYH, UNG, LIG1*
nucleosome assembly	7.5	*H2B1, HIST1H2BJ, HMGB1, HIST1H2BI, HIST1H1C, DCK, HIST1H1A, HIST1H1E, HIST1H1D*
Up-regulated genes in DC**		
Cholesterol import	>100	*APOA1, CD36*
Cholesterol transport	95.5	*APOB, APOA1, CD36*
Sterol transport	90.9	*APOB, APOA1, CD36*
Sterol import	>100	*APOA1, CD36*
Triglyceride metabolic process	93.2	*APOB, APOA1, AGPAT9*

*Distal jejunum.

**Descending colon.

***Number of genes observed in the uploaded list over the expected number genes involved in that term for *Bos taurus* (which is determined by the Gene Ontology database).

**Table 2:** Differentially expressed genes in distal jejunum enriched for GO terms that are associated with immune functions.

Gene	Log2 (fold change)	Location	Type(s)
*CCL2*	1.1	Extracellular Space	cytokine
*CXCL10*	2.5	Extracellular Space	cytokine
*CXCL9*	3.2	Extracellular Space	cytokine
*FASLG*	1.4	Extracellular Space	cytokine
*IL1A*	1.6	Extracellular Space	cytokine
*TNFSF10*	1.2	Extracellular Space	cytokine
*CD274*	2.1	Plasma Membrane	enzyme
*GBP5*	2.3	Plasma Membrane	enzyme
*IDO1*	2.9	Cytoplasm	enzyme
*CCR9*	1.2	Plasma Membrane	G-protein coupled receptor
*GPR171*	1	Plasma Membrane	G-protein coupled receptor
*GPR55*	1.3	Plasma Membrane	G-protein coupled receptor
*ITK*	1.1	Cytoplasm	kinase
*BATF2*	2	Other	other
*CLNK*	1.4	Cytoplasm	other
*LCP2*	1.1	Cytoplasm	other
*THEMIS*	1.4	Cytoplasm	other
*PTPN22*	1.2	Cytoplasm	phosphatase
*CD6*	1.1	Plasma Membrane	transmembrane receptor
*IL18R1*	1.3	Plasma Membrane	transmembrane receptor
*IL1RL1*	1.4	Plasma Membrane	transmembrane receptor
*KLRK1*	1.3	Plasma Membrane	transmembrane receptor

**Table 3:** IPA downstream functional analysis and pathways analysis for DE genes between non-shedders and super-shedders in distal jejunum, cecum, and descending colon, no functional terms or pathways with |z| ≥ 2 were enriched for the other tissues.

Tissues	Functional terms/pathways	z-score	Involved genes
Distal jejunum	leukocyte migration	2.2	*CCL2, CCR9, F3, GPR132, S1PR2*
Distal jejunum	LXR/RXR activation	−2.4	*APOE, ARG2, CCL2, IL1A, IL1RL1, PTGS2*
Distal jejunum	B-cell receptor signaling	−2.0	*BCL6, BLNK, CD79A, CD79B, EBF1*
Descending colon	proliferation of T-cells	2.0	*APOA1, CD36, GP2, GPAM*

In addition to immune functions, IPA pathway analysis of DE genes in distal jejunum showed inhibited LXR/RXR activation pathway (z-score ≤ −2.0) which is associated with increased cholesterol absorption in SS. Six genes were associated with this pathway, and two genes (*APOE, ARG2)* were down-regulated, while four genes (*CCL2*, *IL1A, IL1RL1, PTGS2*) were up-regulated (Table 3). Similarly, for the DE genes in the descending colon, five enriched GO terms were also associated with cholesterol transportation, including “cholesterol import”, “sterol import” and “cholesterol transport” (Table 1). 

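In the distal jejunum APOE (ENSBTAG00000010123) had 172 ± 38.6 cpm in SS and 463 ± 286 in NS (SD, n = 5), a log2 ratio of -1.43 that was -1.13 without NS 108, with an adjusted p of 0.315 by limma, 0.0499 by the exact test of edgeR and 0.0260 by DESeq2. ARG2 (ENSBTAG00000001945) had 2.20 ± 0.91 cpm in SS and 16.5 ± 15.1 in NS, a log2 ratio of -2.91, and as few as 3 reads in a library. It was at 36.2, 21.5 and 22.3 cpm in NS 108, NS 152 and NS 242. NS 165 with 1.52 cpm and NS 745 with 0.93 cpm lay within the range of the SS. For APOE the same NS 108, NS 152 and NS 242 were highest, and NS 165 with 112 cpm lay below all SS. PTGS2 (ENSBTAG00000014127) had 26.7 ± 11.2 cpm in SS and 9.82 ± 2.94 in NS, a log2 ratio of 1.44, with 4 of 5 SS above all NS (exact permutation test, two-sided, p = 0.0159). Together with CCL2, IL1A and IL1RL1 these 6 genes had the directions that the paper lists, and no direction changed when an animal was left out. Leaving out a single animal does not test whether APOE and ARG2 rest on NS 108, NS 152 and NS 242 together. limma gave 0 of the 6 an adjusted p under 0.05 over all genes and 5 of 6 adjusted over the list alone, with 5 at an unadjusted p under 0.05. As the list was chosen on these samples, the second count is not independent evidence. By the exact test of edgeR and by DESeq2, 6 of 6 had an adjusted p under 0.05 over all genes.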

Four DE genes (*APOB*, *APOA1*, *CD36* and *AGPAT9*) associated with these GO terms were up-regulated (Table 1).

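The library labelled descending colon of SS 287, in which small-intestinal genes lay at a median of 178% of their small-intestinal level, had the highest cpm of 3 of these genes. APOB had 1139 ± 2543 cpm in SS and 2.16 ± 1.87 in NS (SD, n = 5; exact permutation test on log2 values, two-sided, p = 0.675), and the other SS were at or below 2.18 cpm. The log2 ratio of medians of APOB was 0.40. APOA1 (ENSBTAG00000002258) had 387 ± 839 cpm in SS and 5.30 ± 1.95 in NS, a log2 ratio of 6.19 that became 1.13 without SS 287, at 1888 cpm. AGPAT9 (ENSBTAG00000017592) had 55.2 ± 69.3 cpm in SS and 5.59 ± 1.34 in NS, a log2 ratio of 3.30 that became 2.29 without SS 287, with 4 of 5 SS above all NS (exact p = 0.0635). CD36 (ENSBTAG00000017866) had 638 ± 1105 cpm in SS and 33.0 ± 19.8 in NS, with 2603 cpm in SS 299 and 356 cpm in SS 287. By limma 0 of the 4 genes had an adjusted p under 0.05 over all genes (0.416 to 0.687) and 0 adjusted over the list alone, which is not independent evidence as the list was chosen on these samples. At an unadjusted p under 0.05 there were 2, the exact test of edgeR called 0 and DESeq2 called 2 (CD36 and AGPAT9).

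**Figure D4:**
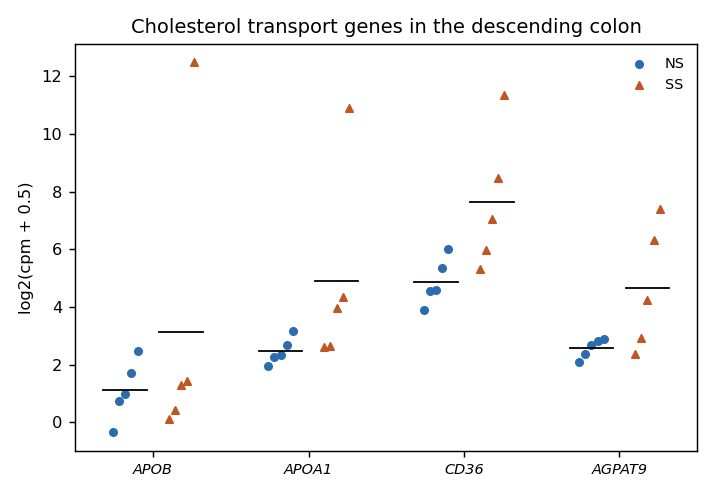
log2(cpm + 0.5) (y axis) of APOB, APOA1, CD36 and AGPAT9 (x axis) in the descending colon of each animal. Circles are NS, triangles are SS and bars are the means of 5 animals; the highest triangle of APOB, APOA1 and AGPAT9 is SS 287 and that of CD36 is SS 299.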

### SNP identification of DE genes

To identify the factors that regulate the observed varied expression between SS and NS, 33 DE genes associated with immune functions and cholesterol transportation (Supplementary Table S3) were then subjected to SNP identification analysis. In total, 1,575 SNPs were identified based on RNA-Seq dataset of these DE genes, and 1,477 of them have been previously reported in the dbSNP database^32^. Among those SNPs, 67 were three prime UTR variants, 9 were five prime UTR variants, 1,283 were intronic variants, 41 were missense variants, 9 were splice region variants (3 missenses variants), and 71 were synonymous variants. The association analysis (Fisher’s exact test) showed that 33 SNPs (Table 4) in seven genes (p-value < 0.05) including *BATF2*, *THEMIS*, *ITK*, *BLNK*, *IL18R1, EBF1*, and *APOA1* were associated with super-shedding (Fig. 5A). As indicated by GO term enrichment and IPA pathway analysis, *BATF2*, *THEMIS*, *ITK*, *BLNK*, *IL18R1* and *EBF1* were related to leukocyte activation and *APOA1* was associated with cholesterol transportation. Of these 33 SNPs, rs42084078 in *BLNK* and rs109755291 in *IL18R1* were missense variants and rs384985356 in *APOA1* was a synonymous variant, while the others were intronic variants. Furthermore, rs42084078 (A/G) causes an amino acid difference (A/V) at position 101 of BLNK (Accession number: NP_001039519.1), and rs109755291 (C/T) also causes an A/V difference at position 531 of IL18R1 (Accession number: XP_005212515.1).

**Table 4:** SNPs which showed association with super-shedding phenomena.

Gene	Variant.ID	Location	Alleles	Freq_NS*	Freq_SS**	Consequence	p-value
APOA1	rs384985356	15:27932563	A/C	A, 50%	A, 100%	Synonymous variant	0.033
BATF2	rs42191303	29:43828428	C/T	C, 100%	C, 20%	Intron variant	0.001
BLNK	rs42088770	26:17382354	A/T	A, 100%	A, 50%	Intron variant	0.033
BLNK	rs110491800	26:17395942	A/G	A, 50%	A, 100%	Intron variant	0.033
BLNK	rs110241837	26:17398172	G/T	G, 0%	G, 70%	Intron variant	0.003
BLNK	rs109825977	26:17398543	A/G	A, 0%	A, 60%	Intron variant	0.011
BLNK	rs209836657	26:17398630	G/C	G, 0%	G, 70%	Intron variant	0.003
BLNK	rs42088798	26:17399306	G/C	G, 0%	G, 70%	Intron variant	0.003
BLNK	rs385916156	26:17399758	T/A	T, 0%	T, 60%	Intron variant	0.011
BLNK	rs211039227	26:17401401	T/A	T, 0%	T, 60%	Intron variant	0.011
BLNK	rs42088814	26:17401969	A/G	A, 100%	A, 40%	Intron variant	0.011
BLNK	rs42088815	26:17402059	T/C	T, 100%	T, 50%	Intron variant	0.033
BLNK	rs42084078	26:17419883	A/G	A, 0%	A, 50%	Missense variant	0.033
BLNK	rs135453434	26:17427529	C/T	C, 100%	C, 50%	Intron variant	0.033
BLNK	rs42084065	26:17428014	T/C	T, 100%	T, 50%	Intron variant	0.033
BLNK	rs132877528	26:17431964	C/T	C, 0%	C, 50%	Intron variant	0.033
BLNK	rs134560601	26:17432163	A/G	A, 0%	A, 60%	Intron variant	0.011
IL18R1	rs109078612	11:7153863	T/C	T, 0%	T, 60%	Intron variant	0.011
IL18R1	rs109700098	11:7169952	T/C	T, 0%	T, 60%	Intron variant	0.011
IL18R1	rs109755291	11:7179544	C/T	C, 0%	C, 60%	Missense variant	0.011
ITK	rs109137099	7:70923893	T/C	T, 80%	T, 20%	Intron variant	0.023
THEMIS	rs135858596	9:66782892	C/A	C, 30%	C, 90%	Intron variant	0.020
THEMIS	rs207702093	9:66756813	C/T	C, 100%	C, 50%	Intron variant	0.033
EBF1	rs207972417	7:72475725	C/T	C, 100%	C, 40%	Intron variant	0.011
EBF1	rs207622846	7:72477936	T/C	T, 100%	T, 50%	Intron variant	0.033
EBF1	rs209147903	7:72478125	G/A	G, 100%	G, 40%	Intron variant	0.011
EBF1	rs211282271	7:72478236	T/C	T, 100%	T, 50%	Intron variant	0.033
EBF1	rs384133035	7:72481066	A/G	A, 100%	A, 50%	Intron variant	0.033
EBF1	rs41656033	7:72582112	G/C	G, 100%	G, 30%	Intron variant	0.003
EBF1	rs132998336	7:72588676	G/A	G, 90%	G, 30%	Intron variant	0.020
EBF1	rs135578882	7:72616057	C/T	C, 100%	C, 40%	Intron variant	0.011
EBF1	rs43524161	7:72701165	C/G	C, 50%	C, 0%	Intron variant	0.033
EBF1	rs29027619	7:72710782	G/C	G, 70%	G, 10%	Intron variant	0.020

*Allele frequency in non-shedders, total frequency of two alleles are 100%.

**Allele frequency in super-shedders, total frequency of two alleles are 100%.

**Figure 5:**
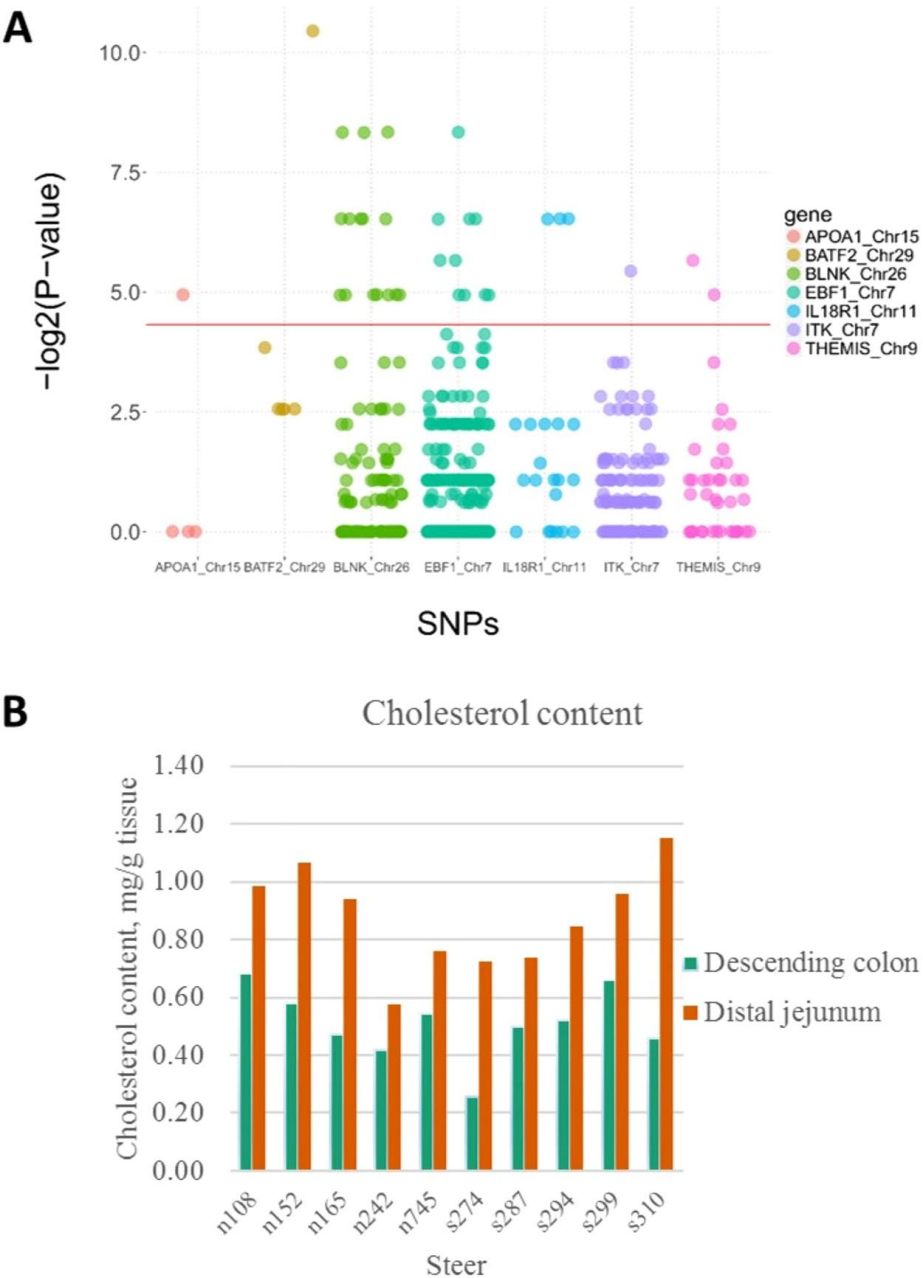
(**A**) SNPs detected from RNA-Seq data. The x-axis shows the location of a SNP on the genes, and y-axis shows the −log2(p-values). The SNPs that shows association with super-shedding phenomena are presented above the red line (p-value < 0.05). (**B**) Cholesterol quantification results.

### Cholesterol quantitation in distal jejunum and descending colon

To further verify the identified potential cholesterol metabolism difference in distal jejunum and in descending colon between SS and NS, the cholesterol concentrations in these two tissues were evaluated. The cholesterol content ranged from 0.57 to 1.15 mg/g in the distal jejunum, and 0.26 to 0.68 mg/g in the descending colon. The cholesterol content was higher in small intestinal tissue than in large intestinal tissue (t-test, p-value < 0.05); however, there was no statistical difference between SS and NS in both tissues (p-values were 0.89 and 0.48 for descending colon and distal jejunum, respectively) (Fig. 5B).

## Discussion

To our knowledge, this study is the first to investigate gene expression (transcriptome) throughout the whole gastrointestinal tract of beef cattle with different *E. coli* O157 shedding phenotypes. Although the rectal-anal junction has been suggested to be the primary *E. coli* O157 colonisation site, this pathogen has also been isolated from other regions of the digestive tract^33^, suggesting that the environment throughout the gastrointestinal tract could impact on the colonisation of this pathogen which can attribute to the fecal shedding capacity of the animals. Therefore, the information obtained from the genome wide transcriptome can help us understand gut physiology and biology of bovine intestinal tract at a molecular level and how it may differ between SS and NS, which could partially explain the super-shedding phenomenon. To better assess such information, the whole intestinal tissue (epithelium and tissues underneath) for each region was used for transcriptome profiling as the tissues underlying the epithelium (such as the lymphoid structures) may also play a role in super-shedding phenomena^16^.

Similar numbers of expressed genes were detected in all gut tissues, which was not surprising due to their physiological nature as the digestive tract. 

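Averaged per animal, 14492 ± 234 genes (SD, n = 10 animals) had a cpm above 1 in the small and 14309 ± 249 in the large intestinal tissues, a difference of 182.9 genes that 7 of 10 animals showed (permutation test, two-sided, p = 0.109). That test does not pair the regions of an animal. With the animal as block, by exact sign flips, the p was 0.189. The cecum library of NS 108 held this difference down, since it was 289 genes without this animal (permutation p = 0.00415). A minimum of 0 cpm gave 513 genes more in the small intestine, in 9 of 10 animals (p = 0.0397 by the same permutation test). The differences of 289 and 513 genes were tested without pairing only. Within a tissue the number of expressed genes in SS minus that in NS ranged from -376.6 in the cecum to 254.6 in the distal jejunum, and the exact permutation p, two-sided, was 0.460 or more in the 6 tissues (adjusted p = 0.889). The difference in the cecum was 61.2 without NS 108, and that in the distal jejunum was -28.8 without SS 287. At a minimum of 0 cpm, SS had 1117 more genes than NS in the cecum (exact p = 0.00794, adjusted p = 0.0476), where their libraries were also deeper. After the reads of the cecum libraries were thinned to the depth of the shallowest, the difference was -137.9 genes, and 171.1 without NS 108 (exact p = 0.373). In the duodenum SS had 1305 more genes at a minimum of 0 cpm (exact p = 0.0556, adjusted p = 0.167), and 229.4 more after thinning.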

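The share of the total sum of squares of the scaled core transcriptome that lay between SS and NS was 16.2% in the duodenum (exact permutation test over all assignments, p = 0.0556), 9.78% in the proximal jejunum (p = 0.627) and 18.3% in the distal jejunum (p = 0.103). With the 6 tissues adjusted together the p of these exact tests was 0.167, 0.627 and 0.206. Because no adjusted p was under 0.05 in these tissues, a separation of SS from NS was not detectable with 5 animals per group in this measure.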

When the whole transcriptomes were compared, most of tissues (especially small intestinal tissues) showed no segregation between NS and SS, suggesting that the variation in *E. coli* O157 shedding status was not the key factor to influence the overall host gut transcriptomes. Indeed, these animals were healthy and no significant difference was observed in terms of their growth. The association of immune functions with small intestine regions, especially for distal jejunum, was in agreement with a previous report that jejunum also plays a role in mucosal immunity because Peyer’s patches (PP) are present in this region^34^, and ileal PP extend from the distal jejunum to ileocecal valve^34^. Higher level of activity of immune functions in the small intestine over the large intestine in beef steers suggests potential lower chance for *E. coli* O157 to colonize in small intestine. Thus, the colonisation of *E. coli* O157 in large intestine of cattle, especially in the RAJ^16^, may be a result from lower host immune activity of these regions. Further validation is needed to measure whether lymphoid structures in small intestine can contribute to the tropism of *E. coli* O157. 

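In the cecum 14.7% of the sum of squares of the scaled core transcriptome lay between SS and NS (exact permutation p = 0.167), in the spiral colon 14.0% (exact p = 0.183) and in the descending colon 16.8% (exact p = 0.0476). Adjusted over the 6 tissues, the p of these tests was 0.219, 0.219 and 0.167. The library of NS 108 with the lowest depth decided the outcome in the cecum, where the share rose to 23.4% without this animal (exact permutation test, adjusted p = 0.0476). In the descending colon the share rose to 22.2% without SS 310 (exact permutation test, adjusted p = 0.0476). SS 310 was the SS nearest to the NS there, at a mean distance of 1.05. The descending colon also held the library labelled SS 287, with the profile of small intestinal tissue. In the library labelled SS 299, large-intestinal genes were at a median of 0.283% of their large-intestinal level. No share fell below 16.1% when a single animal of this tissue was left out, but SS 287 and SS 299 were not left out together.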

The separation of transcriptome in cecum and descending colon between NS and SS further suggests that difference in hindgut physiological environment regulated by gene expression profiles may contribute to the difference in *E. coli* O157 shedding. Such findings were also in agreement with previous report that the colonisation of *E. coli* O157 was prevalent in lower digestive tracts of challenged yearling cattle, including cecum and colon^35^. It is possible that the environment of hindgut of SS is more favourable for *E. coli* O157 to survive, proliferate and colonise. Future studies to quantify the *E. coli* O157 population and measure the physiological parameters as well as immunological features in each region of the gut is necessary to identify alternation in which host functions through the gut can regulate *E. coli* O157 colonisation and the high level faecal shedding of *E. coli* O157.

Although there were no significant differences in core transcriptomes among the small intestinal regions (indicated by PCA analysis), DE genes were detected for each gut region between SS and NS. In the small intestinal region, lower number of DE genes were identified in duodenum and proximal jejunum compared with distal jejunum, suggesting that the gut environment in anterior part of small intestine is similar between SS and NS. 

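Among 13928 genes tested in the duodenum the smallest adjusted p by limma was 0.436, and among 14084 in the proximal jejunum it was 1.00. Of the 6 genes that Table S1 lists for the duodenum, 5 were among the calls of the exact test of edgeR and 6 among those of DESeq2. This exact test depended on single animals in the duodenum, with 100 calls without SS 274, 20 without SS 294, 0 without NS 152 or SS 287, 1 without SS 310, 2 without SS 299 and 3 without NS 108 or NS 745. In the proximal jejunum the same test had 0 calls with all animals and at most 1 with an animal left out. Mean depth in the proximal jejunum was 1.52 times as high in SS as in NS.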

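In the distal jejunum the exact test of edgeR called 99 genes higher and 125 lower in SS, and 179 of them are among those that Table S1 lists for this tissue. DESeq2 called 140 higher and 204 lower, with 242 in Table S1, and limma with weights on the animals called 340 higher and 548 lower, with 238 in Table S1. The calls with weights rest largely on NS 242 among the NS, at a weight of 14.1 (other NS 0.30 to 1.12). Each of the 10 animals, when left out, moved the number of calls of the exact test of edgeR by more than 1.5 times. It rose to 854 without NS 165 and 799 without NS 745, and fell to 45, 54 and 52 without NS 108, NS 152 and NS 242, and to between 58 (SS 287) and 139 (SS 274) without an SS. limma called 0 genes with all animals and 2 without NS 745. Each of F3, GPR132, CCR9, CXCL9 and CXCL10 was higher in SS in mean cpm whichever animal was left out.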

The highest number of DE genes (248, including 181 down-regulated and 67 up-regulated) was detected in distal jejunum with the up-regulated DE genes *F3*, *GPR132*, *CCR9*, *CXCL9* and *CXCL10* involved in several GO terms including “cytokine-mediated signaling pathway”, “positive regulation of intracellular signal transduction”, “defense response”. Previous findings have revealed that these genes are directly involved in T-cell related functions. 

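F3 (ENSBTAG00000007101) had 49.0 ± 18.4 cpm in the distal jejunum of SS and 18.3 ± 4.35 in NS (SD, n = 5), a log2 ratio of 1.42, between 1.27 and 1.59 with each animal left out. All 5 SS were above all 5 NS (exact permutation test, two-sided, p = 0.00794), and the adjusted p was 0.159 by limma and 0.0104 by the exact test of edgeR. GPR132 (ENSBTAG00000005647) had 17.8 ± 6.11 cpm in SS and 6.61 ± 2.87 in NS, a log2 ratio of 1.43, with 4 of 5 SS above all NS (exact p = 0.0238) and an adjusted p of 0.217 by limma and 0.0346 by the exact test of edgeR. SS 310, with 8.09 cpm, lay among the NS.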

The *F3* (also called TF, log2 fold change: 1.3) product was reported to play a regulatory role in recruiting leukocytes in intestine of mice^36^, whereas the *GPR132* (also called *G2A*, log2 fold change: 1.3) protein was reported to enhance chemotaxis of T-cells *in vitro* ^37^. Similarly, the requirement of *CCR9* (log2 fold change: 1.2) for migration of T helper 17 cells (Th17) to the small intestine was demonstrated using mice^38^, and CXCL9 (log2 fold change: 3.2) and CXCL10 (log2 fold change: 2.5) can induce chemotaxis of T-helper cells^39^. In addition, the cytokine *IL1A* and two cell-membrane receptor genes, *IL18R1* and *IL1RL1* were upregulated and were involved in GO terms including “cytokine-mediated signaling pathway” and “leukocyte activation” in distal jejunum SS. 

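CCR9 (ENSBTAG00000031348) had 59.6 ± 15.6 cpm in the distal jejunum of SS and 24.1 ± 9.84 in NS (SD, n = 5), a log2 ratio of 1.31, with all SS above all NS and an adjusted p of 0.159 by limma. For CXCL9 (ENSBTAG00000038639) the means were 73.4 ± 81.9 cpm in SS and 7.07 ± 2.95 in NS, and for CXCL10 (ENSBTAG00000001725) 92.0 ± 104 cpm and 15.2 ± 6.87. Their difference rested on SS 294, SS 299 and SS 310, with 210.1, 65.4 and 71.4 cpm of CXCL9, while SS 274 with 10.0 cpm and SS 287 with 9.84 cpm lay within the range of the NS. Without SS 294 the log2 ratio of CXCL9 was 2.47, and that of CXCL10 fell from 2.60 to 1.70. The exact permutation p, two-sided, was 0.0238 for CXCL9 and 0.0952 for CXCL10, and limma gave adjusted p of 0.233 and 0.306.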

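IL1A (ENSBTAG00000010349) had 21.6 ± 12.3 cpm in the distal jejunum of SS and 6.87 ± 3.67 in NS (SD, n = 5), a log2 ratio of 1.65 that was 2.01 without NS 165. IL18R1 (ENSBTAG00000001034) had 48.4 ± 17.2 cpm in SS and 18.1 ± 7.63 in NS, a log2 ratio of 1.42. For each of these 2 genes 4 of 5 SS were above all NS (exact permutation test, two-sided, p = 0.0159). IL1RL1 (ENSBTAG00000018571) had 113 ± 56.8 cpm in SS and 39.9 ± 17.3 in NS, with a log2 ratio of 1.15 without SS 294, with all SS above all NS. The adjusted p by limma was 0.217 for IL1A, 0.167 for IL18R1 and 0.191 for IL1RL1, and the exact test of edgeR gave 0.0362, 0.0173 and 0.0349.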

*IL1A* (log2 fold change: 1.6) protein plays a key role in the differentiation of Th17 cells^40^; IL18R1 (log2 fold change: 1.3) was suggested to promote cell-mediated responses^41^; and IL1RL1 (log2 fold change: 1.4) is involved in activation of T-helper cells^41, 42^. Up-regulation of these genes suggests a potential increase in T-cell migration, differentiation and proliferation in the distal jejunum of SS (Fig. 6A).

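In the distal jejunum the score of the 5 T-cell genes was 5.25 ± 0.40 in SS and 4.00 ± 0.27 in NS (SD, n = 5), a difference of 1.25 on the log2 scale that all 5 SS showed (exact permutation test, two-sided, p = 0.00794). Over the 48 tests of 8 lists in 6 tissues the adjusted p was 0.0952, the smallest of the family, and 0 lists passed 0.05. The difference lay between 1.09 and 1.34 with an animal left out. It moved most, to 0.70, over 51 genes outside Table S1 that co-varied with the T-cell genes in the other tissues, a set chosen after the values were seen. fry, a rotation test of limma, gave the T-cell list of this tissue an adjusted p of 0.0143. The score of the 10 interferon response genes was 6.21 ± 1.38 in SS and 4.52 ± 0.19 in NS (exact p = 0.00794, adjusted p = 0.0952), with a difference of 1.70 that was 1.29 without SS 294. SS 294, SS 299 and SS 310 scored 7.83, 7.43 and 6.00. SS 287 scored 5.05 and SS 274 4.759, the latter just above the highest NS, NS 242 with 4.756. Both lists were chosen by the study on these animals, in that each scored gene is one of its DE genes. For the T-cell genes the difference was 0.33 in the descending colon (exact p = 0.667), -0.16 there without the library labelled SS 287, 0.24 in the duodenum, -0.07 in the proximal jejunum and -0.74 in the spiral colon (exact p = 0.429). In the spiral colon the library labelled NS 165 scored 5.27 (other NS 2.67 to 3.46). SS 294 scored 0.53 in that tissue (other SS 2.60 to 3.82), so the -0.74 leans on these libraries. The effects in the descending and the spiral colon differed by 1.07 (exact p = 0.246, adjusted over 8 lists p = 0.432), and no other tissues were compared in this way. Both effects lean on libraries with a small-intestinal profile, descending colon SS 287 (T-cell score 4.97, other SS 1.68 to 3.16) and spiral colon NS 165. These libraries may carry the 1.07. From the higher expression of these genes and their reported roles in T-cell migration and activation, the paper proposes a potential rise in the migration, differentiation and proliferation of T-cells in the distal jejunum of SS.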

**Figure 6:**
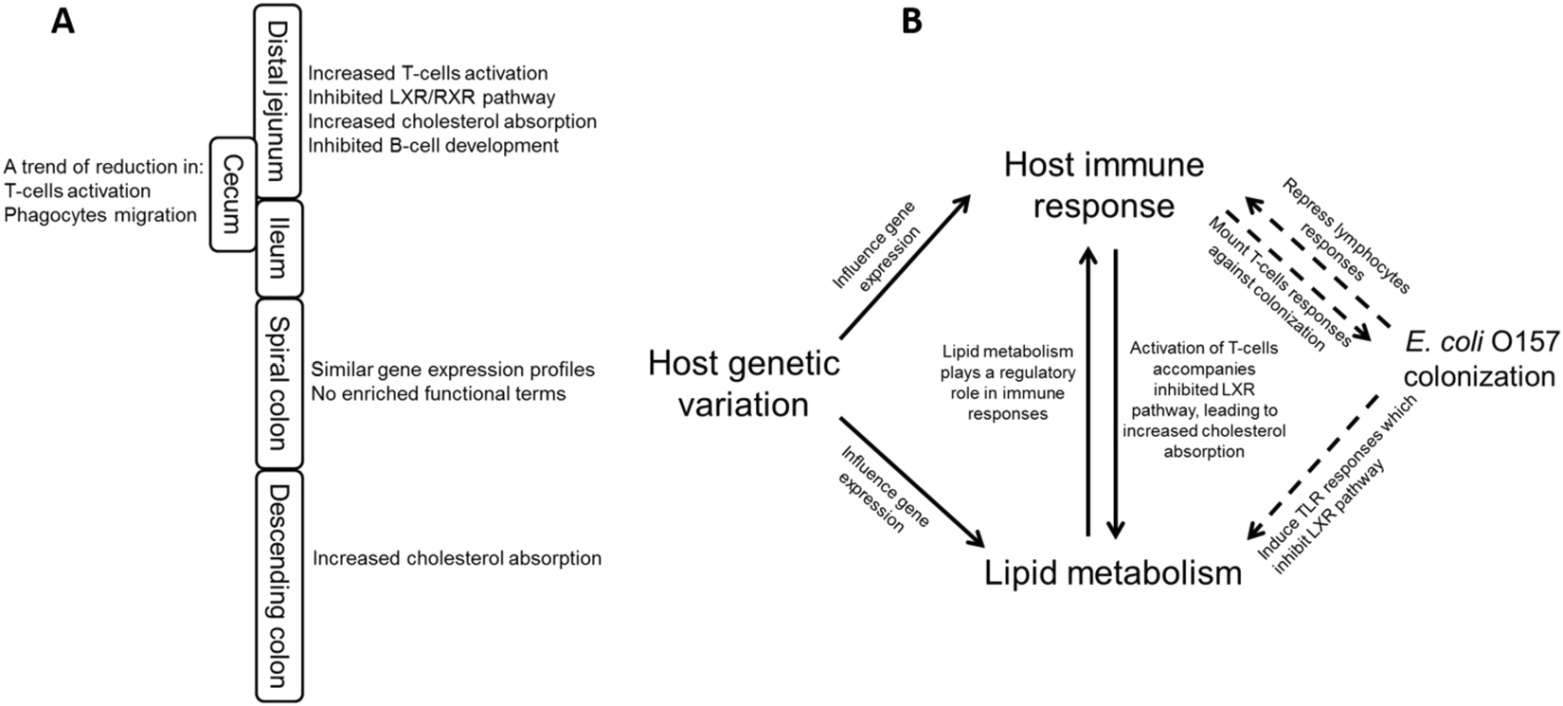
Possible host and *E. coli* O157 interactions in super-shedder cattle. (**A**) Changes in functions of different intestinal regions of super-shedders. (**B**) Proposed potential host mechanism involved in lipid metabolism, host immune responses that could be associated with *E. coli* O157 colonisation in the gut of cattle.

For descending colon, the functional analysis of the up-regulated DE genes also suggests a trend of increased proliferation of T-cell (z-score ≥ 2.0) in SS. 

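CD36 and GPAM (ENSBTAG00000011917) were highest in the descending colon library of SS 299, with 2603 and 671 cpm. The log2 ratio of CD36 was 4.27 with all animals and 2.16 without SS 299, and that of GPAM 2.54 with all animals and 1.55 without SS 299. For GPAM 4 of 5 SS were above all NS (exact permutation test, two-sided, p = 0.0159), and for CD36 3 of 5 (exact p = 0.0397). Genes outside Table S1 that co-varied with adipocyte genes were 5.44 log2 units higher in this library of SS 299 than in the median of the other 9, while 12 large-intestinal genes in it had a median of 0.283% of their large-intestinal level. limma gave both genes an adjusted p of 0.416.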

The up-regulation of *CD36* (log2 fold change: 4.1) was reported to increase T-cell proliferation i*n vitro* ^43^; *GPAM*, also known as *GPAT-1*, (log2 fold change: 2.4) was reported to increase T-cell proliferation in mice^44^. These findings are in agreement with previous findings that increased expression of genes involved in the proliferation of T-cells in the rectum of *E. coli* O157 challenged cattle^45^. However, different from our previous transcriptomic analysis of rectal tissues which suggested a potential decrease in both humoral and cell-mediated immune functions in SS^11^, our current study indicates potentially enhanced T-cell migration and proliferation at the distal jejunum and descending colon of SS. In the gut associated lymphoid system, T-cells need to migrate from thymus to the gut epithelium to become intraepithelial T-cells (IETs), which are mature and activated cells serve as front line to protect the intestinal epithelium^46^. Compared with NS, the gut transcriptomes of SS suggest a higher level of T-cell migration in locations anterior to RAJ, while lower T-cell migration and quantity at RAJ^11^, suggesting a potential dysregulation of migration of T-cells in SS cattle which may result in reduced IETs accumulation at RAJ, leaving it more vulnerable to *E. coli* O157 colonisation.

In addition, the functional analysis of down-regulated DE genes in distal jejunum suggest association between genes including *CD79A*, *CD79B*, *BLNK*, *BCL6* and *EBF1* and decreased B-cell signalling. 

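The score of 8 B-cell genes (MS4A1, CD79A, CD79B, FCRLA, POU2AF1, BLNK, EBF1 and VPREB3) in the distal jejunum was 3.33 ± 0.63 in SS and 5.53 ± 2.23 in NS (SD, n = 5), a difference of -2.20 (exact permutation test, two-sided, p = 0.0952, adjusted over 48 tests p = 0.416). NS 108, NS 152 and NS 242 had scores of 7.76, 6.78 and 6.88, while NS 165 and NS 745 had 3.14 and 3.11, within the range of the SS, which was 2.68 to 4.25. Without NS 745 the difference was -2.81 (exact p = 0.0317), and without NS 108 it was -1.64. Over 27 genes outside Table S1 that co-varied with the B-cell genes in the other tissues, a set chosen after the values were seen, it was -0.92 (exact p = 0.222). With 2 germinal centre and cell division genes (S1PR2 and MYBL1) the difference was -1.68 (exact p = 0.167).

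**Figure D5:**
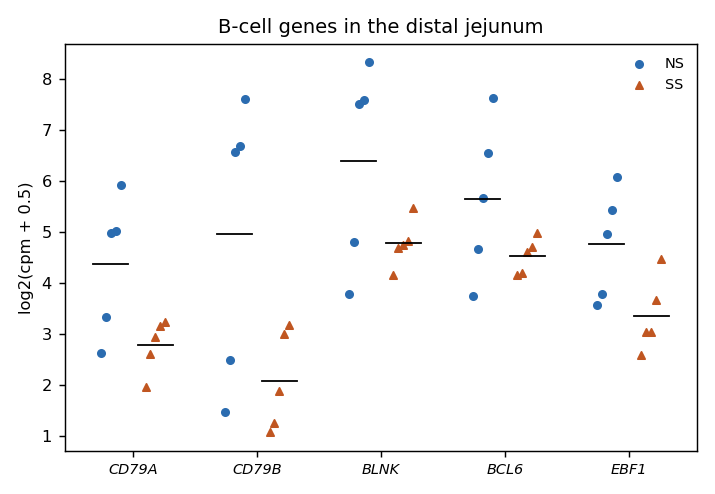
log2(cpm + 0.5) (y axis) of CD79A, CD79B, BLNK, BCL6 and EBF1 (x axis) in the distal jejunum of each animal. Circles are NS, triangles are SS and bars are the means of 5 animals; NS 108, NS 152 and NS 242 are the 3 highest circles of each gene and NS 165 and NS 745 the 2 lowest.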

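CD79A (ENSBTAG00000001882) had 6.71 ± 2.27 cpm in the distal jejunum of SS and 27.7 ± 21.8 in NS (SD, n = 5), a log2 ratio of -2.04 with an adjusted p of 0.282 by limma and 0.0249 by the exact test of edgeR. CD79B (ENSBTAG00000044204) had 4.55 ± 3.28 cpm in SS and 80.3 ± 80.4 in NS, a log2 ratio of -4.14 with an adjusted p of 0.303 by limma and 0.00993 by the exact test of edgeR. Of the NS, NS 165 with 2.28 cpm of CD79B and NS 745 with 5.11 cpm lay within the range of the SS, and NS 108 had the highest value, 196 cpm. For both genes 2 of 5 SS were below all NS (exact permutation test, two-sided, p = 0.0556 for CD79A and 0.103 for CD79B). Without NS 108 the ratios were -1.54 and -3.50.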

CD79A (log2 fold change: −2.2) and CD79B (log2 fold change: −4.3) are components of B-cell receptor (BCR) that initiates the B-cell signalling pathway^47^. Upon BCR interaction with antigens, BLNK (log2 fold change: −2.5) can be phosphorylated, leading to downstream signal transduction^48^, such as the mediation of transcription by BCL6 and EBF1, two transcription factors essential to B-cell maturation^49, 50^. 

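BLNK (ENSBTAG00000021358) had 28.2 ± 9.69 cpm in the distal jejunum of SS and 147 ± 128 in NS (SD, n = 5), a log2 ratio of -2.38, with 13.2 cpm in NS 745 and 27.3 cpm in NS 165. BCL6 (ENSBTAG00000001511) had 23.2 ± 5.81 cpm in SS and 76.0 ± 74.9 in NS, a log2 ratio of -1.71 that fell in size to -0.97 without NS 108. EBF1 (ENSBTAG00000037508) had 11.0 ± 6.46 cpm in SS and 33.0 ± 22.9 in NS, a log2 ratio of -1.59, with 3 of 5 SS below all NS. The exact permutation p, two-sided, was 0.143, 0.159 and 0.0556 for BLNK, BCL6 and EBF1. The adjusted p was 0.347, 0.388 and 0.290 by limma, 0.0351, 0.0817 and 0.0715 by the exact test of edgeR, and 0.0114, 0.0455 and 0.0439 by DESeq2.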

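In the cecum the score of the 8 B-cell genes was 2.62 ± 0.63 in SS and 2.20 ± 0.58 in NS (SD, n = 5), a difference of 0.42 (exact permutation test, two-sided, p = 0.310), which was 0.18 without SS 299. The score of the 5 T-cell genes was 3.26 ± 0.27 in SS and 2.79 ± 0.73 in NS, a difference of 0.47 (exact p = 0.214), which was 0.17 without NS 745. Neither passed the adjustment over the 48 tests (adjusted p = 0.646 and 0.571). The fibroblast and serosa genes FAP, MFAP5, PI16 and PCOLCE2 had the lowest p of the cecum, with a score of 3.74 ± 0.22 in SS and 5.46 ± 1.08 in NS and all SS below all NS (difference -1.72, exact p = 0.00794, adjusted p = 0.0952).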

*E. coli* O157 mediated activities, such as Shiga-toxin production, were reported to suppress lymphocyte responses in cattle^51^, which may partially explain why the transcriptome analysis suggested inhibited B-cell signalling pathway in distal jejunum and the trend of reduction in lymphocyte activation and migration in cecum of SS.

Besides the potential involvement of immune functions, the pathway analysis and GO term enrichment of DE revealed inhibited LXR/RXR pathway and altered cholesterol transportation in distal jejunum and descending colon of SS. It has been reported that activation of LXR/RXR pathway in intestinal tract leads to decreased cholesterol absorption/synthesis and increased excretion of cholesterol in faeces^52^. Thus, inhibition of LXR/RXR pathway could lead to increased cholesterol absorption in the distal jejunum of SS. In addition, the up-regulated DE genes in the descending colon of SS, including *APOB* (log2 fold change: 8.9), *APOA1* (log2 fold change: 6.0), *CD36* (log2 fold change: 4.1) and *AGPAT9* (log2 fold change: 3.2) also suggest altered cholesterol transportation in the SS. 

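The score of 12 small-intestinal enterocyte genes, among them APOB and APOA1, was 3.49 ± 3.06 in the descending colon of SS and 1.77 ± 0.33 in NS (SD, n = 5), a difference of 1.71 (exact permutation test, two-sided, p = 0.0714, adjusted p = 0.416). It was 8.93 in the library labelled SS 287 and between 1.87 and 2.57 in the other SS, and without SS 287 the difference was 0.35 (exact p = 0.143). In that library the 12 genes lay at a median of 217% of their small-intestinal level, and 12 large-intestinal genes outside Table S1 at a median of 0.469% of their large-intestinal level. The shares of the 12 enterocyte genes were unequal, from 1.95% (ANPEP) to 609% (APOB), and 8 lay within the range of small intestinal libraries. In the spiral colon the score was lower in SS, by a difference of -1.81 (exact p = 0.00794, adjusted p = 0.0952), which was -0.43 without the library labelled NS 165, whose score was 8.58, with all SS still below all NS (exact p = 0.00794). The score of 8 adipocyte genes, among them CD36 and GPAM, was higher in the descending colon of SS by 1.84 (exact p = 0.0635, adjusted p = 0.416), and by 0.90 without SS 299.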

*APOB* encodes a key component of chylomicrons and low density lipoproteins which are responsible for cholesterol transportation between luminal content and intestinal tissues^53^. APOA1 was reported to regulate cholesterol transportation between cell membrane^54^ and CD36 can facilitate cholesterol absorption in the intestinal tract^55^. Moreover, AGPAT9 was reported to be involved in cholesterol metabolism, because the deficiency of AGPAT9 (in mice) led to dysregulation in cholesterol metabolism with higher free cholesterol and cholesteryl esters in plasma and liver^56^. Our observations that differences in the expression of genes involved in cholesterol transportation and immune functions in the gut between SS and NS are not likely due to coincidence, as lipid metabolism plays a key role in immune system^57^. The LXR pathway was reported to interact with both the innate and adaptive immune systems, especially with macrophage functions^58, 59^. In addition, Bensinger *et al*. reported that increased T-cell activation in mice was accompanied by inhibition of LXR pathway and promotion of cholesterol synthesis^58^. A possible mechanism is that cholesterol is required for cell membrane construction and cell proliferation, and thus increased sterol absorption/synthesis may act as a factor to lymphocytes proliferation^58^. Similar in the report by Bensinger *et al*.^58^, current findings also indicated potentially increased T-cell migration and proliferation accompanied by a trend of increased lipid absorption in the distal jejunum and descending colon of SS, suggesting that both alteration of host immune functions and lipid metabolism could influence *E*. *coli* O157 shedding. However, the increased absorption of cholesterol in the SS may have compensated the potentially increased utilization of cholesterol for T-cell proliferation in epithelial tissues of the distal jejunum and descending colon, which may explain why no differences were observed for cholesterol concentrations in distal jejunum and descending colon. Also, cholesterol may have been transported to the liver via mesenteric lymph upon absorption, as intestine is not an organ of cholesterol storage. In addition, post-transcriptional regulation may also influence the expression of proteins which are the major players in physiological functions. Therefore, although the gene expression suggested the increased cholesterol absorption, the measurable cholesterol level in the distal jejunum and descending colon have remained unchanged, due to immediate utilization, transportation or/and post-transcriptional regulations. Further validation is required to investigate the transcriptome of the liver, and the cholesterol levels in the liver and blood, as well as the post-transcriptional regulations in the intestine of NS and SS.

It is noticeable that highly upregulated expression of *FOLH1* (log2 change fold: 4.5 in RNA-Seq results; for qPCR measurement, the ΔCq was −1.04 in NS and −1.97 in SS, ΔCq was calculated by Cq_FOLH1_ - Cq_β-actin_, lower ΔCq indicated higher expression) occurred in descending colon of SS, suggesting that the expression level of *FOLH1* was up-regulated in SS. 

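Supplementary Table S1 lists FOLH1B (ENSBTAG00000007397) and no gene under the symbol FOLH1, and the values of FOLH1B were looked at after this was seen. In the descending colon FOLH1B had 150 ± 271 cpm in SS and 6.29 ± 0.90 in NS (SD, n = 5), a log2 ratio of 4.58 (the paper's value for FOLH1B in Table S1 is 4.46). Of the 150 cpm, most came from the library labelled SS 287 with 631 cpm, and the log2 ratio was 2.24 without it. The values of the other SS were 87.1 cpm in SS 299, 14.5 in SS 274, 9.53 in SS 310 and 7.74 in SS 294. The ratio of medians was 1.29 on the log2 scale, and 4 of 5 SS were above all NS (exact permutation test, two-sided, p = 0.0159), with an adjusted p of 0.425 by limma and 0.160 by the exact test of edgeR. FOLH1B had 230 ± 182 cpm (SD, n = 30 libraries) in the small intestinal tissues, whose profile the library labelled SS 287 shared.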

Up-regulation of *FOLH1* was observed in intestine of rat in a folate-deficient situation^60^. Because the environmental and dietary factors are the same in the NS and SS, it is possible that the potential folate-deficiency in descending colon was due to lower density of folic acid synthesizing commensal bacteria, including beneficial microorganisms such as *Bifidobacterium* species^61^. To identify how host-commensal interactions can influence *E. coli* O157 shedding requires further research, such as 16S rDNA amplicon sequencing for mucosa attached microbes and metagenomics studies.

Further SNPs discovery analysis identified 33 SNPs in seven DE genes associated with immune functions and cholesterol transportation. Among those SNPs, rs42084078 (in *BLNK*) and rs109755291 (in *IL18R1*) are non-synonymous, and allele A of rs42084078 and allele C of rs109755291 were only seen in SS. Thirty of the SNPs showing association with super-shedding were in the intron of genes *BATF2*, *BLNK*, *IL18R1*, *ITK*, *THEMIS* and *EBF1*. Although SNPs in the intron do not alter protein sequences, they are still important since introns are known to regulate gene expression, and intronic variation was reported to be associated with phenotypes^62^. For example, the DE gene *EBF1* is a transcription factor essential for B-cell development from innate lymphoid cells^39^, and intronic SNPs in *EBF1* was reported to be associated with autoimmune disease in human^63^. Therefore, we speculate that the detected genetic variations may influence their expression and lead to difference in B-cell signalling, T-cell responses and cholesterol absorption in the gastrointestinal tract between SS and NS. Future validation study is needed for the identified SNPs, and current results can be used as a reference for selection of candidate gene/SNPs for testing using larger populations as well as with more defined shedding status through a long-term monitoring approach.

It is known that shedding levels vary greatly in SS, ranging from 10^4^ to 10^9^ CFU/g of faeces^5^, with three types of SS being observed: non-persistent shedders (shedding <14 days), moderately persistent shedders (shedding ~30 days), and persistent shedders (shedding last several months)^4^. As described by Munns (2015)^22^, the SS used in this study had different faecal *E. coli* O157 counts before and upon their slaughter. For example, SS 310 was slaughtered on the 5th day of shedding and the faecal *E. coli* O157 in this animal upon slaughter was still greater than 10^4^ CFU/g of faeces. Similarly, SS 274/SS 287 and SS 294/SS 299 were slaughtered on the 8th day and 11th day, respectively, and their shedding level was below 10^4^ CFU/g of faeces at the slaughter. 

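For the animals slaughtered on the same day of shedding, SS 274 with SS 287 and SS 294 with SS 299, the mean distance over the scaled core transcriptome was compared with that of the other SS pairs. Same-day pairs were closer in the distal jejunum (1.19 against 1.29) and the cecum (1.14 against 1.34), and 3 of the 15 ways to form 2 such pairs were as close in each of these tissues (one-sided exact p = 0.2). In the duodenum, proximal jejunum, spiral colon and descending colon the same-day pairs were farther apart than the others (1.51, 1.59, 1.51 and 1.65 against 1.44, 1.45, 1.39 and 1.53). The SS farthest from the other SS in these tissues was SS 294, SS 287, SS 294 and SS 299, each in a same-day pair. In the distal jejunum and the cecum it was SS 310, which is in no same-day pair. The direction of the contrast may thus follow a single far library in each tissue. The smallest p that 15 pairings allow is above 0.05, so this comparison cannot reach it in a single tissue, and a fit on the day of slaughter was not run. This comparison was chosen after the values were seen.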

Different shedding patterns among these five SS may be the reason underlying the variation observed in gene expression through the gut of SS. However, since they were monitored for only 11 days at most, it is difficult to define the which types of shedder they belonged to. Therefore, future studies using the samples collected from long term monitored SS are needed to determine how the gut transcriptomes differ among different types of SS.

## Conclusion

Our results suggest that (1) the bovine small intestine may have a more active immune system than the large intestine, making the distal colon towards rectum more prone to colonisation with *E. coli* O157; (2) the distal jejunum and descending colon of SS showed potentially higher levels of T-cell migration and proliferation, and cholesterol absorption, as well as inhibited B-cell maturation (Fig. 6A); (3) host genetic variation may be one of the mechanisms to affect the expression of genes involved in immune function and cholesterol absorption that may play a role in *E. coli* O157 shedding in SS, but genetic association analysis with larger number of animals is required to validate such speculation. Based on the transcriptome data, we speculate that host mechanisms, including genetic variation, alternation in immune functions and cholesterol metabolism, may be critical to super-shedding (Fig. 6B). Although this study is stronger at revealing the alteration of gene expression during high level shedding of *E. coli* O157 in cattle, potential host functions that could influence SS shedding were also identified. Further research is needed focusing on the associations among host mechanisms (such as genetics, immunity and cholesterol metabolism, as well as host-microbial interaction) and the *E. coli* O157 immunomodulatory effects, with larger populations of cattle and/or using a longitude approach. In addition, long-term monitoring faecal *E. coli* O157 for animals used in future studies to define NS as negative control and the type of SS (temporary, intermediate, and persistent) is critical to investigate more specific host effects that are associated with super-shedding.

### Importance

*Escherichia coli* O157:H7 (*E. coli* O157) is a foodborne pathogen which causes human illness as well as significant economic loss for food industry. Cattle are the primary reservoir for *E. coli* O157, and some animals can shed greater than 10^4^ CFU/g faeces, who are considered as super shedders. To date, the host mechanisms involved in *Escherichia coli* O157 super-shedding in cattle is largely unknown. This study performed genome wide transcriptome analysis of the whole gastrointestinal tract of super-shedders in comparison with non-shedders and have revealed genes involved in immunity and cholesterol metabolism significantly differed between the two groups of animals and identified SNPs in seven of these DE genes. The identified SNPs could serve as potential genetic markers to select and breed cattle with the “suitable” gut environment allowing no or less *E. coli* O157 shedding in cattle. These findings provide valuable information in understanding of host-microbial interactions in super-shedding phenomena.

## Electronic supplementary material

Supplementary figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

How the deposited data were processed for this re-analysis (not part of the article)

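The study sequenced RNA from 6 gut tissues of 5 super-shedders (SS) and 5 non-shedders (NS), 60 libraries in all, each made from ground tissue of 1 region of 1 animal. The authors removed adapters and low-quality reads with fastq-mcf, mapped the reads to the bovine UMD3.1 assembly with Tophat2, counted them on annotated genes with HTSeq-count, and deposited the values as CPM (cpm in this text), the reads on a gene divided by the reads on all annotated genes of that library and scaled to a common library size. The deposited values hold 24616 genes under their Ensembl identifiers and carry no filter on low values. Groups, tissues and animals were taken from the sample descriptions of the series. Symbols were joined to identifiers through Supplementary Table S1 alone, because the annotation at hand gave no Ensembl identifiers, so that genes outside that table could be used only by identifier.

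Each column of cpm was divided by its smallest step to recover the reads on each gene, and every value lay within 0.01 reads of a whole number (largest distance 0.000239). Depth ranged from 997569 to 8789755 reads on genes per library, with a median of 5062495. In the shallowest library, the cecum of NS 108, 1 read was worth 1.00 cpm. Counting error on a gene with few reads adds to the spread between animals, and the values carry no information on duplicate reads, so that the spread between animals was used as the error throughout.

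Comparisons of SS with NS were made within each tissue, with 5 animals per group. The test for differentially expressed (DE) genes was limma 3.58.1 (limma-trend) in R 4.3.3 on log2(cpm + 0.5), for genes with a cpm above 1 in at least 3 SS and at least 3 NS. A gene was called DE at a Benjamini-Hochberg adjusted p under 0.05 and a log2 ratio of mean cpm of at least 1 or at most -1. Alternatives were other pseudocounts (0.1 and 1), no filter, a filter in either group, median-of-ratios and upper-quartile scaling, robust moderation, weights on the animals, no minimum fold change, the fold change of limma in place of the ratio of means, a fit of all 60 libraries with the animal as block, edgeR 4.0.16 (exact and quasi-likelihood tests with TMM) and DESeq2 1.42.0 on the recovered reads, and leaving out each animal in turn. Further forms of the edgeR test were tried after the counts of DE genes were seen, with dispersions estimated step by step or jointly, with and without TMM, by the exact and the likelihood ratio test.

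These steps were tested on simulated data with the depths of the distal jejunum, in which 200 genes were changed by 2 on the log2 scale. limma found 195 of them with 8 false calls, the exact test of edgeR 197, the quasi-likelihood test of edgeR 196, and DESeq2 196 with 18 false calls. In simulated data for the difference of the SS effect between the spiral and descending colon, 120 of 200 genes were found. All simulated genes had the same dispersion (0.135) and varied independently of each other. In the real distal jejunum whole sets of genes differed between NS, such as the B-cell genes. The simulation lacks this, so it does not give the share of real changes that each test would find.

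Single values, scores and numbers of genes were compared by exact permutation tests over all assignments of 5 SS and 5 NS, two-sided unless stated, for which the smallest possible p is 0.00794. With 10 values per group, permutation tests used 100000 resamples and took the groups as unpaired, unless the animal is named as block. Families of tests were adjusted by the Benjamini-Hochberg method. The core transcriptome of a tissue was the set of genes with a cpm of at least 1 in all 10 animals. Its cpm values were scaled per gene, and the share of the sum of squares between SS and NS, the score on the first principal component, distances and clusters were computed from them in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1; plots with matplotlib 3.10.9). Clustering, distances between pairs of animals and the values of FOLH1B were added after the values were seen.

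Marker lists were written for B cells, germinal centre and cell division, T cells, interferon response, macrophages and monocytes, small-intestinal enterocytes, colon epithelium and position, adipocytes, smooth muscle, and fibroblasts and serosa. Of these, 8 lists had genes with an identifier, and all genes of these lists that had one are DE genes of Table S1. A score is the mean log2(cpm + 0.5) of the genes of a list. For each list, genes outside Table S1 that co-varied with the score in the other 5 tissues were used as a second set. To compare libraries with tissues, 15 small-intestinal and 12 large-intestinal genes outside Table S1 were chosen by a median of at least 20 cpm in 1 region and a difference of at least 10 times between regions, and 624 genes were used to find the nearest tissue.

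Single genes are given where the paper names them for a tissue or lists them for 2 or more tissues in Table S1; a rule for the largest changes among called genes named none, since limma called 0 genes. The fold changes in the tables of the paper had been seen when this rule was written. The number of splits of the animals that give a count as large was taken over 100 splits drawn from the 126 possible ones, or 60 for the exact test of edgeR, with the split into SS and NS included in both numbers. The single-nucleotide variants, the cholesterol assay, the PCR measurements and the enrichment of functional terms in the paper were left out, because the cpm values do not hold the data behind them. CD1D in the distal jejunum and FOLH1 in the descending colon could not be joined to an identifier.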

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

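The explanation by small-intestinal tissue in single colon samples was written down earlier, while the genes used to test it and the other tests of explanations given here were tests chosen after the result was seen. A library counts as far from the others when its gap to the nearest of 5 libraries, divided by their range, exceeds 0.71. This was so in 30 of 274 groups of 5 libraries, where chance gives 13.7 (about 1 in 20).

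The library labelled descending colon SS 287 lay far from the other SS in small-intestinal genes outside Table S1 (7.39, others -0.04 to 0.24, log2), in the enterocyte list (8.93), in APOB (12.5 as log2) and in APOA1 (10.9). The library labelled spiral colon NS 165 lay far from the other NS in small-intestinal genes (6.73, others 0.03 to 0.52), in large-intestinal genes (0.0613, others 6.75 to 6.85), in the enterocyte list (8.58), in the B-cell list (4.52) and in CPS1 (10.7). The SS minus NS difference in small-intestinal genes was -0.0247 in the descending colon without the first library and -0.0595 in the spiral colon without the second, which places the difference in 1 library each and does not separate the explanations, since these libraries were picked for those genes. An admixture to colon RNA is argued against by the large-intestinal genes, at a median of 0.469% and 0.332% of their level in the large intestine. A library of another animal is argued against by the correlation with the animal on the label over genes that mark animals, 0.875 and 0.959. An exchange of labels between 2 of the 60 libraries is argued against, as 0 of the 30 small intestinal libraries were nearest to a large intestinal tissue for SS 287, and the same 0 holds for NS 165. What stays open is a whole library of small-intestinal tissue under each label, since the nearest tissue was the proximal jejunum with an r of 0.830 and 0.956 (own tissue 0.104 and 0.267). A copy of another library is not shown, as the highest r of each with any library was 0.964 and 0.963 and that of any pair 0.974. The effect of SS on the enterocyte list differed between the descending and spiral colon by 3.53 (exact permutation test, two-sided, p = 0.0238, adjusted over 8 lists p = 0.159), and these 2 libraries may carry it, since the effects were 0.35 and -0.43 without them. A shift of the whole large intestine toward small-intestinal expression in these 2 animals is argued against by their other large-intestinal libraries. In the spiral colon and cecum of SS 287, large-intestinal genes scored 6.68 and 6.74 and small-intestinal genes 0.19 and 0.69. In the libraries labelled descending colon and cecum of NS 165 they scored 6.96 and 7.21, and 0.69 and 0.79. A shift limited to 1 colon segment was not tested and also stays open.

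In the descending colon NS 165 also lay far from the other NS in small-intestinal genes (0.69, others -0.03 to 0.12) and in the T-cell list (3.61), and in the proximal jejunum in the smooth muscle list (10.9, others 8.46 to 8.83). In the cecum SS 299 lay above the other SS in small-intestinal genes (0.95, others 0.69 to 0.74). For the library labelled descending colon NS 165 an exchange with the cecum library of this animal is argued against, as the latter was nearest to its own tissue with an r of 0.974. A library of cecum tissue under this label stays open, since the nearest tissue was the cecum with an r of 0.961 (own tissue 0.838). A library of another tissue is argued against for the proximal jejunum of NS 165 and the cecum of SS 299, each nearest to its own tissue (r of 0.851 and 0.892). No other explanation, technical or biological, was tested for these.

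The library labelled spiral colon SS 294 lay far from the other SS on PC1 (155.4) and in large-intestinal genes (2.11, others 6.45 to 6.68). Less mucosa in the piece sampled is a candidate explanation, since genes that co-vary with the smooth muscle list were 1.80 higher than the median of the other 9 libraries (log2), those of the fibroblast list 1.09 higher, and T-cell and B-cell ones below all others. The effect of SS on the adipocyte list differed between the descending and spiral colon by 2.52 (exact permutation test, two-sided, p = 0.0397, adjusted p = 0.159). The library labelled descending colon SS 299 may carry part of this, as genes that co-vary with the adipocyte list were 5.44 higher in it than in the median of the other 9. In this library 12 large-intestinal genes were at a median of 0.283% of their large-intestinal level (score 0.74), and the r with its own tissue was 0.462 (nearest the spiral colon, 0.488). Genes that co-vary with the fibroblast list were 1.86 higher than the median of the other 9, above all of them, and those of the smooth muscle list lay within the others (-0.74). Less mucosa and more attached fat in that piece may explain the adipocyte and large-intestinal genes, though the smooth muscle genes were not raised. A difference in fat tissue between animals stays open and was not tested.

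The library labelled proximal jejunum SS 287 lay far from the other SS on PC1 (182.4), in small-intestinal genes (2.89, others 6.85 to 7.25), in the B-cell list (7.36) and in the germinal centre list (7.16). The library labelled proximal jejunum NS 745 lay above the other NS in the B-cell list (5.43) and the germinal centre list (5.17). A larger share of lymphoid follicle in the piece of SS 287 is in line with genes outside Table S1 that co-vary with the B-cell list, 3.49 higher than the median of the other 9. An exchange of the proximal and distal jejunum labels of SS 287 also stays open, because this library had an r of 0.554 with its own tissue and of 0.740 with the distal jejunum, and the library labelled distal jejunum one of 0.941 with the proximal jejunum and 0.822 with its own. The latter is common, as 4 of the 10 distal jejunum libraries (NS 165, NS 745, SS 274 and SS 287) were nearest to the proximal jejunum, while 2 of the 10 proximal jejunum libraries (NS 242 and SS 287) were nearest to the distal jejunum. For NS 745 the library labelled distal jejunum had an r of 0.922 with the proximal jejunum and of 0.742 with its own tissue, yet an exchange is argued against by the proximal library, which had an r of 0.931 with its own tissue. A difference in lymphoid tissue between animals was not tested.

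In numbers of genes with a cpm above 1, NS 165 (15770, others 14150 to 14445) and SS 287 (15970, others 14388 to 14679) were high in the distal jejunum, and NS 108 (16310, others 13947 to 14261) in the cecum, where NS 108 was also far on PC1 (88.6). The worth of 1 read, more than 1 cpm in the library of NS 108, is argued against as the whole cause, since thinned to the depth of this library the other 9 had at most 15345 genes. Above 0 cpm the cecum of SS had more genes than that of NS, which depth may explain, as the difference was -137.9 after thinning and 171.1 (exact permutation p = 0.373, two-sided) without NS 108. In the distal jejunum the number above 1 cpm fell with depth over the 10 animals (Pearson r -0.838, permutation p = 0.00072, Spearman rho -0.879, permutation p = 0.00165, adjusted over 12 relations p = 0.00864 and 0.0198), with an r of -0.716 without the 2 farthest. Depth as such is argued against for NS 165 and SS 287, as the other 8 had at most 14834 genes when all were thinned to 1 depth. No other technical cause and no biological one was tested for these counts.

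Among single genes of the distal jejunum, FASLG (1.46) and THEMIS (2.60) were low in NS 108, BATF2 (2.94) high in NS 745, CLNK (4.00) high in NS 165, and PCNA (7.31) high in SS 294, as log2 cpm beside the other 4 animals of the group. No technical or biological explanation was tested for these 5.

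Genes outside Table S1 that co-vary with the T-cell list were higher in the distal jejunum of SS by 0.70 (exact permutation test, two-sided, p = 0.00794, in 5 of 5 SS), a set the paper does not report on. Over the 43 tests of such sets the smallest adjusted p was 0.341, so that it fails the correction. Less lymphoid follicle in the pieces of SS, which raises the share of all other cells, is argued against by the difference in the T-cell list of 1.07 with the B-cell score as covariate (permutation p = 0.0159). The number or the activity of T cells in SS may differ, and cell numbers were not measured.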

How the results depend on the processing

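The tests chosen after the result was seen were the added forms of the edgeR test, leaving out animals in the exact test of edgeR, in the fit of all 60 libraries, in the numbers of expressed genes and in list scores between intestinal regions, leaving out 2 colon libraries there, the minimum of 0 cpm between intestinal regions, thinning, the minimum of 2 reads, the co-varying genes and the settings for FOLH1B. The other alternatives were set before the data were examined; the list scores without the genes of Table S1 could not be run, as no listed gene was left. Of 871 alternative values for 124 results, 779 kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 27 moved further, 8 fell short of a threshold they had passed, 36 passed one they had not, and 21 reversed. For the results below the cause was not tested unless a value shows it.

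limma called 0 DE genes in each tissue, and still 0 with other pseudocounts, filters, scalings, robust moderation or fold change rules. On the recovered reads the exact test of edgeR called 6 genes in the duodenum, 224 in the distal jejunum and 39 in the cecum, and DESeq2 called 7, 344 and 62 there and 6 in the descending colon. Weights on the animals gave 888 in the distal jejunum and 151 in the cecum. The weight of NS 242 in the distal jejunum was 14.1 (other NS 0.30 to 1.12). The fit of all 60 libraries with the animal as block gave 8 in the distal jejunum and 137 in the descending colon. With an animal left out limma called 0 to 2 genes in the distal jejunum (2 without NS 745) and 0 to 6 in the cecum (6 without NS 108, of which 0 are in Table S1).

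The exact test of edgeR changed with single animals. It called 0 to 100 genes in the duodenum (100 without SS 274), 0 to 1 in the proximal jejunum (1 without NS 152, NS 165 or SS 287), 45 to 854 in the distal jejunum (45 without NS 108, 854 without NS 165, 799 without NS 745), 8 to 407 in the cecum (8 without SS 299, 407 without NS 108), 0 to 127 in the spiral colon (127 without SS 287) and 0 to 87 in the descending colon (87 without SS 310). The block fit called 0 to 216 genes in the distal jejunum (216 without NS 165, 165 without NS 745) and 0 to 611 in the descending colon (0 without NS 152 or SS 299, 611 without SS 310). In the duodenum, edgeR without TMM called 0 (joint dispersion) or 1 (stepwise). With stepwise dispersion edgeR called 1 gene in the proximal jejunum with each of the 4 forms. In the cecum the exact test called 64 with TMM and the likelihood ratio test 87 with and 87 without it. With and without TMM, the stepwise exact test called 4 and 3 in the spiral colon and 19 and 23 in the descending colon, and the stepwise likelihood ratio test 8 and 4, and 28 and 29.

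SS minus NS in expressed genes per library, with no adjusted p under 0.05 at the minimum of 1 cpm, changed sign in each tissue when an animal was left out. It ranged from -45.8 (without SS 294) to 162.6 in the duodenum, -183.9 to 86.4 (without SS 287) in the proximal jejunum, -28.8 (without SS 287) to 551.7 in the distal jejunum, -529.6 to 61.2 (without NS 108) in the cecum, -194.2 to 84.1 (without SS 294) in the spiral colon and -117.9 to 93.6 (without SS 299) in the descending colon. A minimum of 0.1 or of 0 cpm gave 1305 in the duodenum (adjusted p = 0.167), 460.4 in the proximal jejunum, 1117 in the cecum and 412.6 in the descending colon. Thinned to the shallowest library, the difference above 0 cpm was 229.4 in the duodenum (-41.7 without SS 294), -137.9 in the cecum (171.1 without NS 108) and 8.92 in the descending colon (-133.3 without NS 745), so that depth may explain that of the cecum. In the proximal jejunum the thinned difference ran from -503.7 (without SS 294) to 256.8 (without NS 242) with an animal left out, so its direction was not stable. At least 2 reads gave 47.4 in the cecum. Between small and large intestine the difference became 513.3 at these minimums, and 130.8 to 289.3 with an animal left out (289.3 without NS 108). Sizes of the core transcriptome stayed within 1.5 times.

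The share between SS and NS in the cecum was 13.7% to 23.4% with an animal left out (23.4% without NS 108) and in the descending colon 16.1% to 22.2% (22.2% without SS 310), the highest with an adjusted p of 0.0476 in both.

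Of the list scores, fry passed 1 of 48 tests where the permutation test passed 0. The T-cell difference in the descending colon was -0.16 to 0.66 with an animal left out (-0.16 without SS 287). Between small and large intestine, the germinal centre score was higher by 0.46 in SS alone, and the T-cell and interferon scores by 0.84 and 0.33 in NS alone, none with an adjusted p under 0.05. Without the libraries labelled descending colon SS 287 and spiral colon NS 165 these were 0.43, 0.96 and 0.39, and the T-cell one passed (adjusted p = 0.0254). Between the distal jejunum and the rest of the small intestine, the T-cell difference was 1.47 in SS alone, 0.30 in NS alone and 0.88 with the animal as block (adjusted p = 0.0635, 0.265 and 0.0625), and 0.75 (without SS 287) to 1.01 with an animal left out, with an adjusted p of 0.0519, 0.0653 and 0.0675 without SS 287, SS 294 and SS 310 by permutation. Reversed there were the B-cell (-0.41), germinal centre (-0.00516), enterocyte (0.00989) and adipocyte (-0.0406) differences in SS alone and the interferon difference in NS alone (-0.30). Without SS 287 the first 3 in SS alone kept the direction found with all animals (0.23, 0.55 and -0.83), and the adipocyte one did not (-0.29), and the last 3 of the 4 also changed sign without other single SS. The T-cell difference of 0.30 in NS alone rests on the duodenum. The T-cell score of NS was 2.90 in the duodenum, 4.50 in the proximal jejunum and 4.00 in the distal jejunum.

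APOB in the descending colon had log2 ratios of -0.64 (without SS 287) to 9.64 with an animal left out. Depth limits the counts of the cecum of NS 108, where a gene with 1 read passes 1 cpm, though the other 9 libraries thinned to its depth had at most 15345 such genes beside its 16310.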

Differences from the paper's values

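The forms of the edgeR test with stepwise dispersion, those without TMM and the likelihood ratio tests are tests chosen after the result was seen. For DE genes between SS and NS, limma gave 0 in each tissue. The paper's values are 6 in the duodenum, 1 in the proximal jejunum, 248 in the distal jejunum (67 higher and 181 lower in SS), 54 in the cecum, 20 in the spiral colon and 22 in the descending colon, and in total the paper's 101 up-regulated and 250 down-regulated genes, against 0 and 0 here.

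Of the alternatives set before the data were examined, the exact test of edgeR was within 1.5 times of the paper's value in the duodenum (6), the distal jejunum (224), the cecum (39) and for the total of higher genes (108), but not for the total of lower genes (161). It was within the same limit for higher (99) and lower (125) genes of the distal jejunum. DESeq2 was within this limit in the duodenum (7), the distal jejunum (344), the cecum (62), for the lower genes of the distal jejunum (204) and for the total of lower genes (263), but not for the higher genes of the distal jejunum (140) or the total of higher genes (156). The fit of all 60 libraries with the animal as block was within it for the total of higher genes (103) alone, and differed for the total of lower genes (42). Weights on the animals differed for each of these values, with 888 in the distal jejunum and 151 in the cecum, and so did DESeq2 (6) and the block fit (137) in the descending colon. In the proximal jejunum and the spiral colon, each alternative of this kind gave 0. Other pseudocounts, filters, scalings, moderation and fold change rules, and the quasi-likelihood test of edgeR, gave 0 in each tissue, and leaving out an animal in limma gave at most 2 genes in the distal jejunum and 6 in the cecum, so that these all differed.

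Of the paper's DE genes, the exact test of edgeR called 5 of 6 in the duodenum, 179 of 248 in the distal jejunum and 35 of 54 in the cecum. DESeq2 called 6 of 6, 242 of 248 and 47 of 54 there, and 5 of 22 in the descending colon, and limma with weights 238 of 248 and 35 of 54. The block fit called 7 of 248 in the distal jejunum and 7 of 22 in the descending colon.

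Chosen after seeing the values, the stepwise exact test of edgeR with TMM called 4 genes in the duodenum (4 of the paper's 6), 1 in the proximal jejunum (1 of 1), 281 in the distal jejunum (245 of 248), 64 in the cecum (54 of 54), 4 in the spiral colon (4 of 20) and 19 in the descending colon (19 of 22), and so drops 2, 0, 3, 0, 16 and 3 of the paper's genes. The stepwise likelihood ratio test with TMM, also chosen after seeing the values, called 5 (5), 1 (1), 322 (247), 87 (52), 8 (8) and 28 (22) in the same order, with the paper's genes in parentheses, and so drops 1, 0, 1, 2, 12 and 0. Without TMM, again chosen after seeing the values, the stepwise exact test called 1 (1), 1 (1), 282 (221), 45 (44), 3 (3) and 23 (22), dropping 5, 0, 27, 10, 17 and 0, and the stepwise likelihood ratio test 1 (1), 1 (1), 321 (235), 87 (52), 4 (4) and 29 (22), dropping 5, 0, 13, 2, 16 and 0. With joint dispersion and chosen after seeing the values, the likelihood ratio test called 6 (5) in the duodenum, 265 (198) in the distal jejunum and 57 (45) in the cecum with TMM, dropping 1, 50 and 9, and 0, 270 (179) and 52 (44) without it, dropping 6, 69 and 10. The exact test without TMM called 0, 222 (162) and 34 (31), dropping 6, 86 and 23. These joint forms called 0 in the proximal jejunum, spiral colon and descending colon. No form called more than 8 of the 20 genes of the spiral colon.

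The numbers of reads are not on the same measure. The paper's values are 185.0 for the descending colon and 203.7 for the cecum, for sequenced read pairs, while the reads on genes summed over the 10 libraries of a tissue, in the same unit, were 54.2 and 47.7. No alternative was set for this measure.

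With 5 of 6 core transcriptomes, the size here equals the paper's, and in the proximal jejunum it was 12551 against the paper's 12552. Counted above 0 cpm, the numbers of expressed genes in the cecum and the distal jejunum match those of the paper, and above 1 cpm they were 14371 and 14709. All 18 log2 fold changes stated in the text had the same sign here, with a largest difference of 0.19.

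The paper names S1PR2 among the genes raised in the distal jejunum of SS, and its log2 ratio here was -2.61, while the other 4 of that group of 5 were higher. It also names GP2 among the genes raised in the descending colon of SS, where its log2 ratio here was -5.10, while the other 3 of that group of 4 were higher. For both genes Table S1 lists a lower level in SS, with the paper's log2 values of -2.73 and -5.13. Both are called by DESeq2, an alternative set before the data were examined.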

Other observations

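The explanations by lymphoid follicle, attached fat and differences between animals were written down earlier, while the co-varying genes used for the first 2 and the counts of other splits are tests chosen after the result was seen.

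Splits of the 10 animals of a tissue into 5 and 5 were drawn to ask if chance can be excluded, and the split into SS and NS is included in each number below. Where SS and NS gave a count of 0, any split gives a count as large, so that the comparison says nothing about chance. This holds for limma with 100 of 100 splits in each of the 6 tissues. For genes at an unadjusted p under 0.05 by limma chance cannot be excluded, with 8, 63, 12, 16, 18 and 5 of 100 splits in the same order. With the exact test of edgeR 14 of 60 splits gave as many calls in the duodenum, 10 in the distal jejunum and 4 in the cecum, so chance is not excluded there, and 60 of 60 did where the count was 0. With weights on the animals the numbers were 11 in the distal jejunum and 11 in the cecum of 100 splits, with the same outcome, and 100 where the count was 0. In the fit of all 60 libraries with the animal as block they were 9 in the distal jejunum and 4 in the descending colon. Where the count was 0 the number was 100. Chance is not excluded for the distal jejunum. The descending colon had a share under 0.05, but without adjustment over the 6 tissues, so chance is not excluded there either. Its count of 137 genes in this fit was 0 without NS 152 or SS 299. In that tissue alone, limma with or without weights and the exact test of edgeR called 0 genes. In the distal jejunum the split of NS 108, NS 152, NS 242, SS 294 and SS 310 from the rest gave 1274 DE genes by limma, more than the split into SS and NS.

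Over the spiral and descending colon together, limma called 0 of 15528 genes with a different effect of SS in the 2 tissues, with 592 at an unadjusted p under 0.05 and 734 with the animal as block, where the number of calls was also 0. Without NS 108 the 592 became 311, and the calls stayed at 0. Chance cannot be excluded for the 592, since 36 of 100 splits gave as many genes under 0.05, while the 0 calls, reached by 100 of 100 splits, say nothing about it. Other tools were not run for this difference.

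A different share of lymphoid follicle in the piece sampled is a candidate explanation for the B-cell genes of the distal jejunum. The B-cell score went with 27 genes outside Table S1 that co-vary with the list in the other tissues, with a Pearson r of 0.970 (permutation p = 0.00013) and a Spearman rho of 0.770 (permutation p = 0.0128) over 10 animals. It rests on NS 108, NS 152 and NS 242, which lie apart from the other 7 animals, and without NS 108 and NS 242, the 2 farthest, r was 0.921. A biological change in B cells of SS stays open, as the score measures the follicle and its cells alike.

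The adipocyte list went with its co-varying genes in the descending colon (5 genes, Pearson r 0.972, permutation p = 0.00011, Spearman rho 0.939, permutation p = 0.00023, r 0.815 without SS 299 and SS 310) and in the cecum (6 genes, r 0.990, permutation p = 3e-05, rho 0.879, permutation p = 0.00159, r 0.909 without NS 108 and NS 745). With the T-cell and fibroblast lists these made 5 relations, with adjusted p of at most 0.00013. A different amount of attached fat in the piece sampled may explain the adipocyte genes, and the amount of fat was not measured. Without NS 108 the SS minus NS difference of the adipocyte list in the cecum went from -1.19 to -0.23.

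For 16 genes that Table S1 lists for 2 or more tissues, the correlation over animals between the listed and the other tissues was computed. A difference between animals that holds in all tissues, such as a genotype or a mapping effect, is in line with the 8 genes with same signs (LOC523126, TMSB4, GP2, TPPP3, BRB and 3 without a symbol), whose median r was 0.707, with 4 of 8 at an adjusted p under 0.05 and a median of 0.363 within groups. For the 8 genes with opposite signs (APOA1, ANXA13, CUBN, MME, LOC511531, S100G, TM4SF4 and GHR) the median r was -0.207, with 0 at an adjusted p under 0.05. This r decides nothing, since opposite values cancel in the mean of the listed tissues, and 6 of these genes are listed for the descending and spiral colon, where the libraries labelled SS 287 and NS 165 lie far from the others. The share of the variance between animals had a median of 12.0% (7.60 to 22.9) in these 8 genes. It was 49.1% in the 8 with same signs, and independent libraries give 16.7%. The 12.0% shows no sign of a difference that holds in all tissues, though those 2 libraries add to the spread within animals in 6 genes.

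Of the 48 list tests of SS against NS, 5 had an unadjusted p under 0.05 and 0 an adjusted one. Beside the T-cell, interferon, enterocyte and fibroblast lists, the fifth was the smooth muscle list in the proximal jejunum, with a score of 7.69 ± 0.95 in SS and 9.08 ± 1.01 in NS (SD, n = 5), a difference of -1.39 (exact permutation p = 0.0238, two-sided, adjusted p = 0.229) that was -0.94 without NS 165 (exact p = 0.0556). Of the macrophage and monocyte list 0 genes had an identifier, and of the colon epithelium and position list also 0, so that neither gave a score.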
